# Sox17 and β-catenin co-occupy Wnt-responsive enhancers to govern the endoderm gene regulatory network

**DOI:** 10.7554/eLife.58029

**Published:** 2020-09-07

**Authors:** Shreyasi Mukherjee, Praneet Chaturvedi, Scott A Rankin, Margaret B Fish, Marcin Wlizla, Kitt D Paraiso, Melissa MacDonald, Xiaoting Chen, Matthew T Weirauch, Ira L Blitz, Ken WY Cho, Aaron M Zorn

**Keywords:** Wnt, sox17, beta-catenin, transcription, endoderm, enhancers, *Xenopus*

## Abstract

Lineage specification is governed by gene regulatory networks (GRNs) that integrate the activity of signaling effectors and transcription factors (TFs) on enhancers. Sox17 is a key transcriptional regulator of definitive endoderm development, and yet, its genomic targets remain largely uncharacterized. Here, using genomic approaches and epistasis experiments, we define the Sox17-governed endoderm GRN in *Xenopus* gastrulae. We show that Sox17 functionally interacts with the canonical Wnt pathway to specify and pattern the endoderm while repressing alternative mesectoderm fates. Sox17 and β-catenin co-occupy hundreds of key enhancers. In some cases, Sox17 and β-catenin synergistically activate transcription apparently independent of Tcfs, whereas on other enhancers, Sox17 represses β-catenin/Tcf-mediated transcription to spatially restrict gene expression domains. Our findings establish Sox17 as a tissue-specific modifier of Wnt responses and point to a novel paradigm where genomic specificity of Wnt/β-catenin transcription is determined through functional interactions between lineage-specific Sox TFs and β-catenin/Tcf transcriptional complexes. Given the ubiquitous nature of Sox TFs and Wnt signaling, this mechanism has important implications across a diverse range of developmental and disease contexts.

## Introduction

During embryogenesis, the pluripotent zygote progressively gives rise to specialized cell types expressing distinct sets of genes that, in turn, define the cell’s identity and encode proteins necessary for its function. Lineage-specific gene expression is controlled by the genomic integration of signaling pathways and transcription factors (TFs) on DNA cis-regulatory modules (CRMs), such as enhancers, that control transcription (Heinz et al., 2015; Stevens et al., 2017). An important goal of developmental biology is to elucidate how signaling effectors and TFs interact on distinct sets of CRMs within the chromatin landscape to form gene regulatory networks (GRNs) that activate lineage-specific transcriptional programs whilst repressing expression of alternative fates (Charney et al., 2017b). This will provide a deeper understanding of how transcriptional networks are established, dysregulated in disease, and how GRNs might be manipulated for therapeutic purposes.

We have addressed this in the context of endoderm germ layer specification: one of the earliest cell fate decisions in vertebrate development that provides a relatively simple model to elucidate how GRNs control lineage-specific transcriptional programs (Charney et al., 2017b). In embryos and pluripotent stem cells (PSCs), Nodal/Smad2 and Wnt/ß-catenin (Ctnnb1; hereafter Bcat) signaling cooperate to initiate the mesendoderm program and subsequent development of definitive endoderm progenitors, which gives rise to the epithelia of the digestive and respiratory systems (Sumi et al., 2008; Zorn and Wells, 2009). Downstream of Nodal and Wnt, a core set of endoderm TFs: Sox17, Gata4-6, Eomes, Foxa1/2 and Mix family of homeodomain TFs execute the endoderm GRN (Arnold et al., 2008; Charney et al., 2017b; Engert et al., 2013; Sinner et al., 2006). In *Xenopus* where endoderm specification is well studied, the Nodal and Wnt pathways interact at several levels. First, maternal (m) Wnt/Bcat, active on the dorsal side of the blastula, is required for high levels of *nodal* expression at the onset of zygotic transcription (Hyde and Old, 2000). Then Nodal and mWnt cooperate to promote the expression of endoderm TFs Sox17, Foxa2 and many dorsal mesendoderm organizer genes (Xanthos et al., 2002). A few hours later, zygotic (z) *wnt8* (a Nodal target) is expressed on the ventral side of the gastrula where, together with Nodal signaling, it promotes ventral and posterior mesendoderm identities (Charney et al., 2017b; Stevens et al., 2017). In mammals, early Wnt/Bcat similarly activates expression of Nodal and core endoderm TFs, with prolonged Wnt promoting posterior hindgut fate (Engert et al., 2013; Zorn and Wells, 2009).

Functional interactions between the core endoderm TFs and the Wnt pathway are thought to (1) segregate the transient mesendoderm into endoderm and mesoderm, (2) pattern the nascent endoderm into spatially distinct subtypes and (3) execute the downstream differentiation program to give rise to endoderm-derived lineages. But mechanistically how the Wnt signaling machinery interacts with core endoderm TFs to execute this differentiation cascade is unresolved. The transcriptional targets of the endoderm TFs are largely unknown, and it is unclear exactly how Wnt/Bcat regulates distinct spatiotemporal transcription programs in the embryo. Indeed, how the canonical Wnt pathway elicits context-specific transcriptional responses in its multitude of different biological roles in development, homeostasis and cancer is still poorly understood. According to the dogma of canonical Wnt signaling, Wnt-activated Fzd-Lrp5/6 receptor complexes sequester the Bcat degradation complex, resulting in the stabilization and translocation of Bcat to the nucleus. There, it interacts with one of four HMG-box Tcf TFs (Tcf7, Tcf7L1, Tcf7L2 and Lef1) at Wnt-responsive CRMs (Cadigan and Waterman, 2012; Schuijers et al., 2014), ultimately activating a multiprotein ‘Wnt-enhanceosome’ with the scaffold proteins Bcl9, Pygopus and the ChiLS complex (Gammons and Bienz, 2018). In the absence of Bcat, Tcfs are coupled with corepressor proteins Tle/Groucho and histone deacetylase Hdac to inhibit transcription of Wnt target genes. Bcat displaces Tle and recruits a co-activator complex including histone acetyltransferases Ep300 or CBP to stimulate transcription (Cadigan and Waterman, 2012). How distinct context-specific Wnt target genes are selected is unclear since all Tcfs have nearly identical DNA-binding specificities (Badis et al., 2009; Ramakrishnan and Cadigan, 2017) and for the most part they are ubiquitously expressed. An emerging idea is that the Wnt-enhanceosome also interacts with other lineage-specific TFs to integrate lineage-specific inputs (Gammons and Bienz, 2018; Trompouki et al., 2011); yet, how these impact genomic specificity in vivo is largely untested and the idea of Tcf-independent Wnt-mediated transcription remains controversial.

In this study, we investigated the possibility that Sox17 functionally interacts with Wnt/Bcat to regulate transcription in the *Xenopus* endodermal GRN. In all vertebrate embryos, Sox17 is specifically expressed in the gastrula endoderm where it is required for early gut development (Clements et al., 2003; Hudson et al., 1997; Kanai-Azuma et al., 2002; Viotti et al., 2014). Despite the critical role of Sox17 in endoderm development, only few of its direct transcriptional targets have been identified (e.g.: *hnf1b*, *foxa1* and *dhh*) (Ahmed et al., 2004; Sinner et al., 2004; Yagi et al., 2008). In *Xenopus*, ectopic Sox17 is sufficient to initiate endoderm development in pluripotent blastula animal cap cells (Clements et al., 2003; Hudson et al., 1997), and co-injection of stabilized Bcat can enhance this activity (Sinner et al., 2004). Sox17 can physically interact with Bcat in vitro and suppress the transcriptional activity of generic Tcf/Bcat reporter constructs (TOPflash) in tissue culture experiments (Sinner et al., 2007; Zorn et al., 1999). However, the biological relevance of these interactions and whether Sox17 and Bcat functionally interact on chromatin to regulate the endoderm GRN remains unknown.

Here, we define the genomic targets of Sox17 in the *Xenopus* gastrula. In addition to promoting expression of endoderm genes, Sox17 also represses ectoderm and mesoderm gene transcription, and acts in a negative feedback loop to restrain Nodal signaling. We demonstrate that functional interactions with canonical Wnt signaling is a key feature of the Sox17-regulated GRN. Over a third of all Bcat and Sox17 genomic binding in the gastrula occur at the same CRMs. In some instances, Sox17 suppresses Bcat-Tcf mediated transcription, while in other cases, Sox17 and Bcat synergistically activates enhancers apparently independently of Tcfs, indicating a novel mode of regulation. These results provide new insight into the GRN controlling endoderm development and have implications for how Sox TFs and Bcat might interact in diverse biological contexts from development to cancer.

## Results

### Sox17 regulates a genomic program controlling germ layer segregation and endoderm development

To identify the transcriptional program regulated by Sox17, we performed RNA-sequencing (RNA-Seq) on control and Sox17-depleted *Xenopus tropicalis* embryos at multiple time points during blastula and gastrula stages (NF9-12) when the endoderm germ layer is being specified. In *Xenopus tropicalis*, there are three redundant genes: *sox17a*, *sox17b.1* and *sox17b.2* (collectively *sox17*) with indistinguishable activities and identical expression in presumptive vegetal endoderm cells of gastrula embryos (Figure 1A and Figure 1—figure supplement 1A; D'Souza et al., 2003; Hellsten et al., 2010). Microinjection of a combination of antisense morpholino oligos (sox17aMO and sox17bMO) targeting all three paralogs resulted in a robust knockdown of Sox17 protein as confirmed by immunostaining (Figure 1B and Figure 1—figure supplement 1B). The Sox17-MO phenotype was consistent with previous reports (Clements et al., 2003; Sinner et al., 2006) and phenocopied mouse mutants with defective gut development (Kanai-Azuma et al., 2002). Injection of mRNA encoding mouse Sox17 rescued both the anatomical and gene expression phenotypes confirming the efficacy and specificity of the MOs (Figure 1F and Figure 1—figure supplement 1C,D).

**Figure 1.**
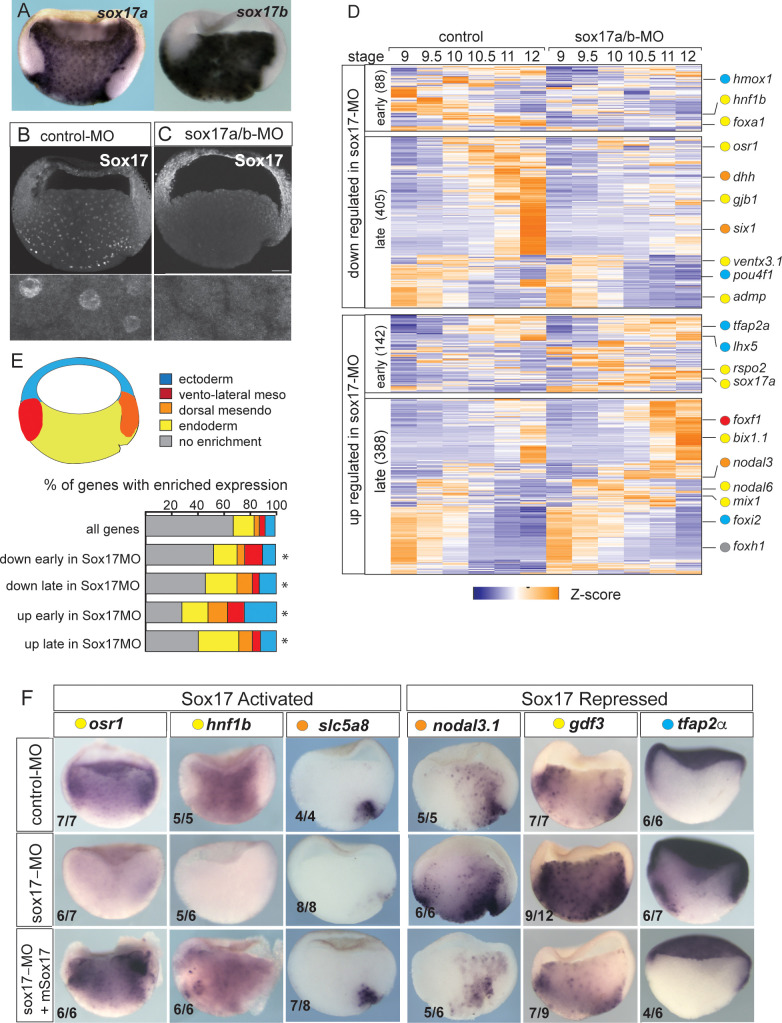
Sox17-regulated endoderm transcriptome. (**A**) Endoderm expression of *sox17a* and *sox17b* in NF10.5 *Xenopus tropicalis* gastrula. (**B–C**) Sox17 immunostaining in control-MO (**B**) and sox17a/b-MO (**C**) injected gastrula with an antibody that recognizes both Sox17a and Sox17b shows MO effective knockdown. (**D**) Time course heatmap of Sox17-regulated transcripts. Differentially expressed genes from a pairwise comparison of control-MO and sox17-MO (>2 fold change, FDR < 5%) at each stage showing transcripts that are downregulated or upregulated early (NF9-10) or late (NF10.5–12). Key genes are color coded based on regional expression from fate map in (**E**). (**E**) Enriched expression of Sox17-regulated transcripts. Gastrula fate map (dorsal right) colored by different tissues. Stacked bar graphs showing different patterns of enriched spatial expression based on RNA-seq of dissected gastrula tissues (Blitz et al., 2017). Distribution of expression patterns statistically different from all genes in the genome was determined by two-sided Kolmogorov-Smirnov tests *p<0.01. (**F**) In situ validation of Sox17-regulated transcripts. Disrupted expression in sox17-MOs is rescued by co-injection of mouse (**m**) *Sox17* RNA.

**Figure 1—figure supplement 1.**
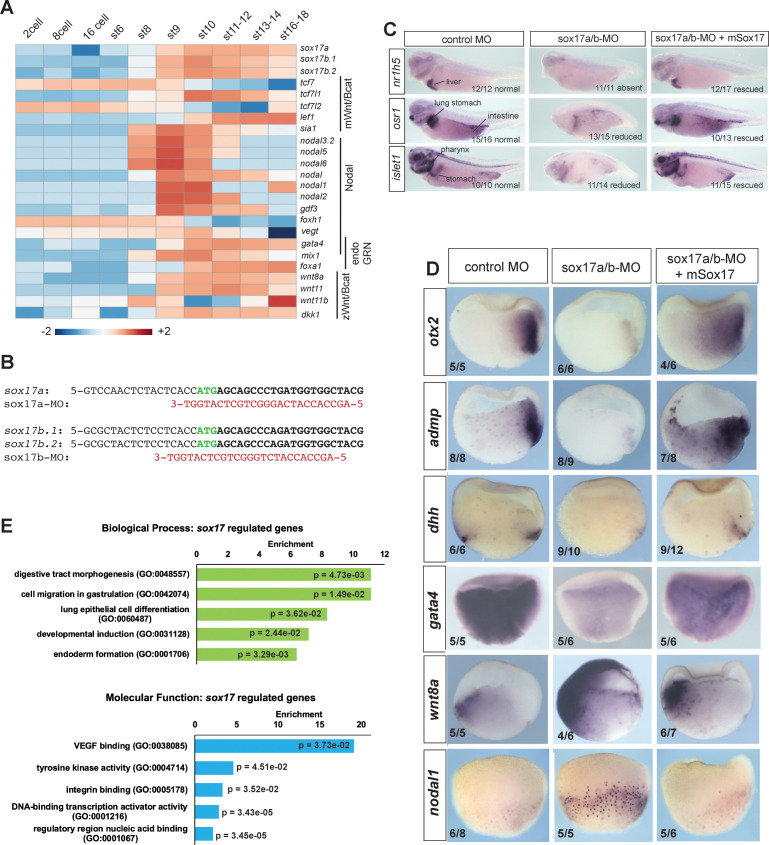
Characterization of Sox17-MO embryos and Sox17-regulated transcriptome. (**A**) Temporal expression of key endoderm GRN transcripts (GSE65785; Owens et al., 2016). (**B**) Sequence alignment of antisense sox17a-MO and sox17b-MO (red) with 5’ end of *Xenopus tropicalis sox17a, sox17b.1* and *sox17b.2* mRNAs (black) spanning the ATG translation start (green). (**C**) In situ hybridization of markers for the liver (*nr1h5*), stomach, lung, intestine and pharynx (*osr1* and *islet1*) snowing that co-injection of mouse *Sox17* RNA rescues gut development in sox17-MO embryos at the tailbud stage. (**D**) Additional validation of gastrula stage transcripts downregulated (*otx2, admp, dhh* and *gata4*) or upregulated (*wnt8* and *nodal1*) in sox17-MO embryos and rescue by co-injection of mSox17. (**E**) GO term enrichment analysis of Sox17-regulated genes showing fold enrichment by Fisher’s exact test with p-values adjusted to 5% FDR for multiple testing correction.

Differential expression analysis of control-MO and Sox17-MO embryos identified 1023 Sox17-regulated genes (>2 fold change, FDR< 5%) (Figure 1D and Supplementary file 1). Gene Ontology (GO) enrichment was consistent with the Sox17-regulated transcriptome being involved in ‘endoderm formation’, ‘epithelial differentiation’ and ‘digestive track morphogenesis’ (Figure 1—figure supplement 1E). In total, 493 transcripts were downregulated in Sox17-depleted embryos and 530 transcript were upregulated. The time course data revealed that >75% of the differentially expressed genes were changed by Sox17 depletion (either directly or indirectly) during the mid-late gastrula (NF10.5–12), consistent with a role in maintaining endodermal fate after initial induction by Nodal signaling in the blastula (NF9) (Figure 1D and Figure 1—figure supplement 1A). Differentially expressed genes include 73 TFs, including known Sox17 targets *foxa2* and *hnf1b* (Sinner et al., 2004; Sinner et al., 2006), and paracrine signaling components (Supplementary file 1) such as the Hedgehog pathway (*dhh*, *hhip*, *gli1*); a key epithelial signal in gut organogenesis. This confirms that Sox17 sits atop of the regulatory hierarchy regulating endoderm differentiation.

We next investigated how Sox17-regulated genes were spatially expressed, leveraging a previously published RNA-seq of different tissues dissected from gastrula embryos (Blitz et al., 2017). As predicted, a majority of Sox17-dependent genes were enriched in the vegetal endoderm and dorsal mesendoderm (organizer) (Figure 1E) including *osr1, hnf1b, dhh* and *slc5a8* (Figure 1F and Figure 1—figure supplement 1D). Interestingly, over 30% of the genes upregulated early (NF9-10) in the Sox17-depleted embryos were normally enriched in the ectoderm or mesoderm tissue; examples include ectoderm-promoting TFs *tfap2a* and *lhx5* (Houston and Wylie, 2003; Figure 1D–F) as well as the mesoderm TFs *foxf1*, *tbx20* and *hlx*. This suggests that Sox17 plays an important role in repressing ectoderm and mesoderm fate in vegetal endoderm cells. Unexpectedly Sox17 also negatively regulated ~150 genes that are normally enriched in the vegetal endoderm and dorsal mesendoderm. Some of these vegetally enriched genes encoded components of the endoderm promoting Nodal pathway including *nodal1, nodal6, gdf3, gdf6, foxh1, mix1* and *bix1.1*, all of which were upregulated in Sox17-depleted embryos (Figure 1D–F and Figure 1—figure supplement 1). Indeed, even *sox17* transcripts were modestly increased in Sox17-MO embryos even though previous work has demonstrated that Sox17 directly maintains its own transcription (Howard et al., 2007) after initial induction by Nodal/Smad2. These data indicate that Sox17 acts as a negative feedback inhibitor that restricts excessive endoderm development by restraining Nodal activity after initial induction.

The observation that over 10% of Sox17-regulated genes are enriched in the organizer mesendoderm while Sox17 is present throughout the endoderm, suggests that Sox17 might also functionally interact with the Wnt and/or Bmp dorso-ventral patterning pathways to control spatial expression. Intriguingly, we found that Sox17 regulates the expression of several Wnt/Bcat pathway components and targets including: *dkk1, dkk2, fzd5, nodal3.1, pygo1, sia1, ror1*, *rsop2* and *wnt11* (Figure 1D,F and Supplementary file 1). Together these data suggest that Sox17 regulates both endoderm specification and patterning while suppressing mesectoderm fate and that Sox17 participates in feedback loops with the Wnt and Nodal pathways.

### Sox17 ChIP-Seq reveals direct endodermal targets and a Nodal and Wnt feedback

To identify direct Sox17 targets we generated and validated anti-Sox17 antibodies (Figure 2—figure supplement 1A–C) and performed Sox17 ChIP-seq in gastrula (NF10.5) embryos, identifying 8436 statistically significant Sox17-bound putative CRMs (IDR; p<0.05) (Supplementary file 2). These were associated with 4801 genes (Figure 2A), based on annotation to the nearest transcription start-site (TSS) by HOMER (Heinz et al., 2010). 

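The Sox17 ChIP-seq comprised 2 biological replicates of whole NF10.5 gastrulae. Reads were trimmed with Trimmomatic and aligned to version 9.0 of the *Xenopus tropicalis* genome with bowtie2, and duplicate and multi-mapped reads were removed with Picard and samtools. The authors called peaks with MACS2 against NF10.5 input DNA and kept those that passed an IDR analysis, which asks how reproducibly a peak ranks when the reads are split into pseudoreplicates. The replicates were pooled before that step, so no spread between replicates could be measured on a peak. The IDR threshold is 0.01 in the methods and 0.05 in the results text. The peak list deposited under the name of Sox17 gives a chromosome or scaffold, a start and an end for 11711 peaks, with no score, fold enrichment or p-value, so the sequencing depth is unknown and peaks could not be ranked. It was compared with the paper's own tables by coordinates. Of the 8436 Sox17-bound peaks of Supplementary file 2, 1999 were at hand, and 0 of them had the same start and end as a peak of the deposited list. Supplementary file 4, the paper's Bcat-bound peaks, is as long as the deposited list, and all 1999 of its peaks at hand stood in the list with the same coordinates and in the same order. The list was therefore used as the Bcat peak list, and the Sox17 peaks themselves, their genes and their distances to a TSS were not analysed here.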

88% of Sox17-bound loci were in introns or intergenic regions more than 1 kb away from the TSS, consistent with Sox17 binding at distal CRMs (Figure 2—figure supplement 2). A comparison to published ChIP-seq data of *Xenopus* embryos at the same stage (Hontelez et al., 2015) showed that most of the Sox17-bound genomic loci were also bound by Ep300, (Figure 2B,E) indicative of active enhancers. Motif analysis of the ChIP-seq peaks confirmed that Sox17 motifs were the most enriched, as expected (Figure 2D and Figure 2—figure supplement 2). Control ChIP-qPCR experiments of Sox17-MO embryos showed binding reduced to near background levels at 9 of 10 loci tested confirming a robust knockdown and the specificity of the Sox17 antibody (Figure 2—figure supplement 1D).

**Figure 2.**
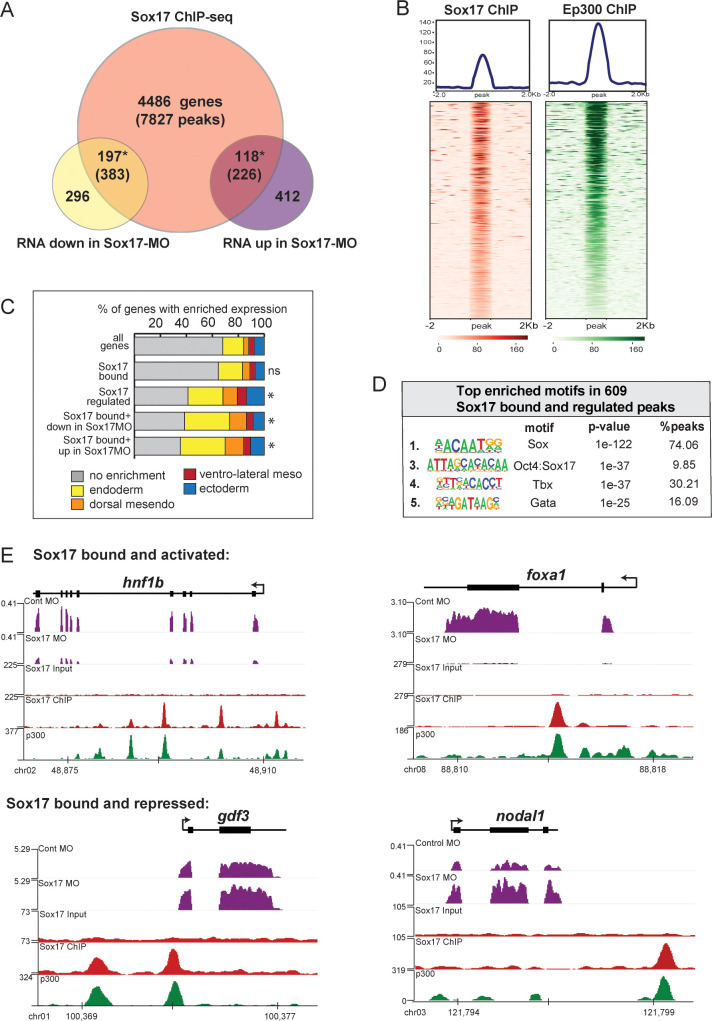
ChIP-seq identifies Sox17-bound enhancers and direct transcriptional targets. Sox17 ChIP-seq of gastrula embryos. (**A**) Venn diagram of Sox17-bound genes (and associated peaks) from ChIP-seq intersected with Sox17-regulated genes. Gene intersections are statistically significant based on hypergeometric tests* p<0.001. (**B**) Peak density plots showing that the Sox17-bound loci are cobound by the histone acetyltransferase Ep300, a marker of active enhancers. Average density of all peaks in top panel. (**C**) Sox17-bound genes are enriched in the endoderm. Stacked bar graphs showing different patterns of enriched spatial expression based on RNA-seq of dissected gastrula tissues (Blitz et al., 2017). Distribution of expression patterns statistically different from all genes in the genome was determined by two-sided KolmogorovSmirnov tests *p<0.01. (**D**) Top enriched DNA-binding motifs in Sox17 peaks, based on HOMER hypergeometric test. (**E**) Genome browser views of representative genes showing RNA-seq expression in control-MO and sox17-MO embryos and ChIPseq tracks of Sox17 and Ep300 binding.

**Figure 2—figure supplement 1.**
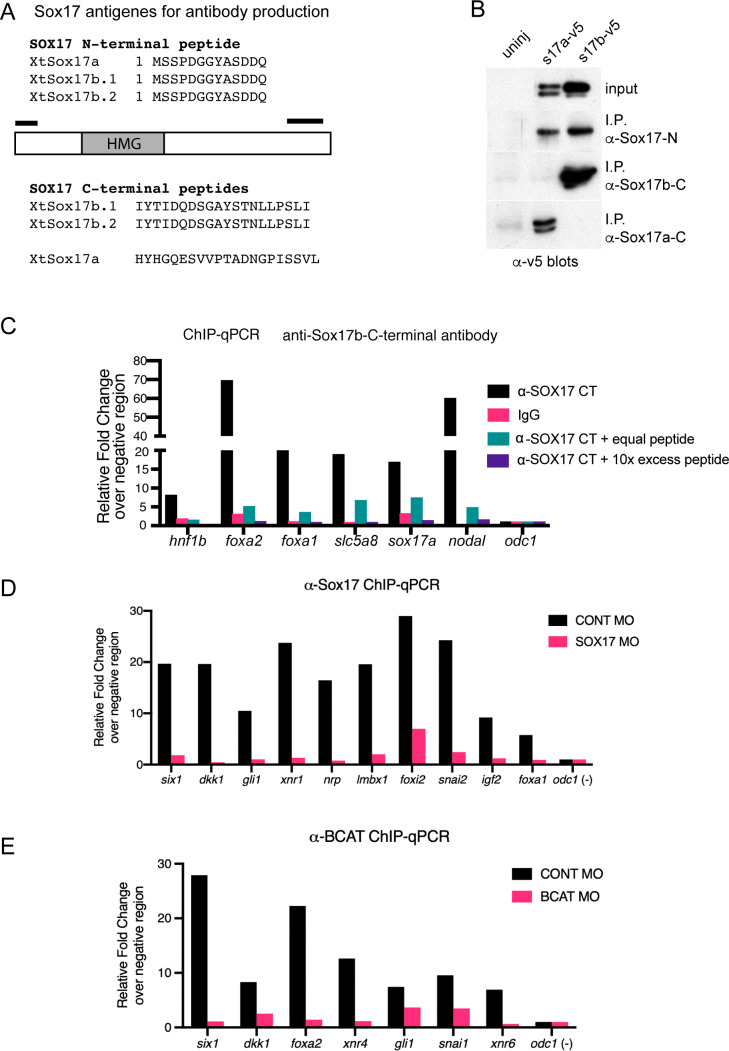
Validation of ChIP antibodies. (**A**) Schematic and amino acid sequences of the *Xenopus tropicalis* Sox17 peptides used to immunize rabbits and generate polyclonal antibodies to: pan-Sox17 N-terminal, Sox17b Cterminal and Sox17a C-terminal. (**B**) Immunoprecipitation of *Xenopus laevis* embryos expressing V5 epitope-tagged versions of Sox17a-V5 and Sox17b1-V5. Anti-V5 western blot showed that all antibodies specifically immunoprecipitated the target antigen but that the Sox17b C-terminal antibody was the most efficient. (**C**) ChIP-qPCR validation of anti-Sox17 antibodies on previously known target loci. In preliminary ChIP-qPCR experiments, the pan-Sox17 N-terminal and Sox17b C-terminal antibodies bound to all the same loci, but the Sox17b C-terminal antibody showed higher fold enrichment (data not shown) and was used for ChIPseq experiments. Representative ChIP-qPCR results show relative fold change of Sox17b binding versus IgG control in Sox17-bound positive control loci relative to the negative control region of *odc1,*. Addition of the Sox17b C-terminal peptide reduced the ChIP signal in a dose-dependent manner indicating specific binding. (**D**) Representative ChIP-qPCR assessing the efficiency of Sox17MO knockdown. Sox17 enrichment at target loci are shown relative to a negative region (*odc1)* in embryos injected with either control-MO or Sox17-MO. The Sox17-MO dramatically reduces Sox17 occupancy at all loci. (**E**) Representative ChIP-qPCR assessing the efficiency of Bcat-MO knockdown. Bcat enrichment at target loci are shown relative to a negative region (*odc1)* in embryos injected with either controlMO or Bcat-MO. The Bcat-MO dramatically reduces its occupancy at all loci. All ChIP-qPCR experiments were repeated at least twice.

**Figure 2—figure supplement 2.**
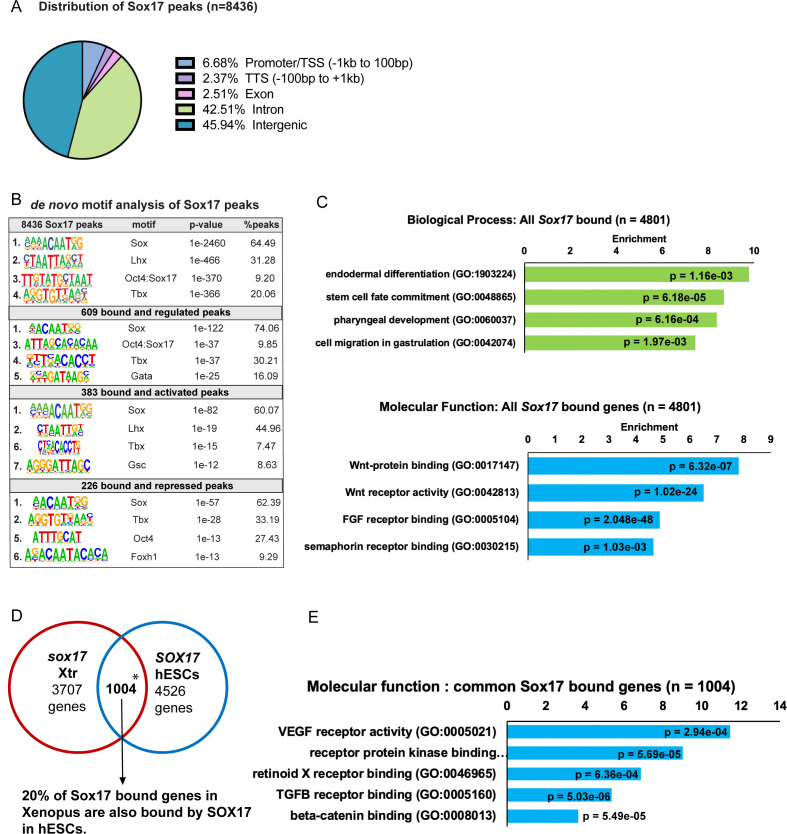
Analysis of Sox17-bound chromatin loci. (**A**) Genomic distributions of 8436 Sox17-bound ChIP-seq peaks associated to cognate promoters using HOMER. 88% of the Sox17 peaks were located in either introns or elements more than 1 kb from the TSS, indicative of distal CRMs. (**B**) De novo DNA-binding motif enrichment analysis of Sox17 peaks associated with Sox17-regulated genes by HOMER hypergeometric test. (**C**) GO analysis of 4810 genes associated with Sox17 ChIP-seq peaks showed enrichment for endoderm development and Wnt signaling. Fold enrichment by Fisher’s exact test with p-values adjusted to 5% FDR for multiple testing correction (**D**) Comparison of the *Xenopus* genes associated with Sox17 ChIP-seq peaks to published human SOX17 ChIP-seq from human embryonic stem cell (hESC)-derived definitive endoderm (GSE61475; Tsankov et al., 2015). The extensive overlap between *Xenopus* and human Sox17-bound genes (*p<0.001 by hypergeometric test) indicates that Sox17 regulates an evolutionarily conserved GRN. The intersection only includes *Xenopus* genes that have human orthologs, unannotated *Xenopus* genes were excluded from the analysis. (**E**) GO term enrichment analysis of the 1004 Sox17-bound genes conserved between *Xenopus* and human by Fisher’s exact test with p-values adjusted to 5% FDR for multiple testing correction.

A comparison to published human ChIP-Seq data revealed that 20% of the *Xenopus* Sox17-bound genes were also SOX17-bound in hPSC-induced definitive endoderm (Figure 2—figure supplement 2D; Tsankov et al., 2015). GO analysis of the conserved *SOX17*-bound genes show an enrichment for ‘Tgfb receptor activity’ and ‘Bcat binding’ (Figure 2—figure supplement 2E), reinforcing the notion that functional interaction with the Nodal and Wnt pathways is a conserved feature of the Sox17-regulated endoderm GRN.

Intersecting the RNA-seq and ChIP-seq data identified 315 genes associated with 609 Sox17-bound enhancers, which are likely to be direct transcriptional targets (Figure 2A). These putative direct targets had significantly enriched expression in the endoderm or dorsal mesendoderm (44%, 139/315 transcripts) (Figure 2C). Of the Sox17-bound and regulated genes, 197 genes (383 peaks) were positively regulated by Sox17 (down in Sox17MOs) including *slc5a8, hnf1b*, *foxa1* and *dhh* (Figure 2E), all of which were previously suggested to be direct Sox17-targets. Sox17 negatively regulated 118 putative direct targets (up in Sox17MOs) including ectodermal genes (*lhx5, foxi2* and *tfap2a)*, endoderm-enriched Nodal pathway genes (*nodal1*, *gdf3*, *gdf6* and *mix1*) and Wnt-regulated organizer genes (*dkk* and *fst)*, suggesting direct transcriptional repression (Figure 2E). Interestingly, ~45% of peaks associated with Sox17-activated genes were also enriched for LIM-homeodomain binding sites, in contrast to peaks from Sox17-repressed genes which were enriched for Tbx or Pou motifs (Figure 2—figure supplement 2B). This suggests that Sox17 may coordinately engage enhancers with other core endoderm GRN TFs and mediate activation or repression of target genes depending on the interacting TFs.

These analyses provide new insight into the endoderm GRN and reveal previously unappreciated roles for Sox17 in germ layer segregation and endoderm patterning involving functional interactions with the Nodal and Wnt pathways. These findings, together with our previous work demonstrating that Sox17-Bcat can physically interact in vitro (Sinner et al., 2007; Zorn et al., 1999) prompted us to their genomic interactions.

### β-catenin directly regulates the endodermal transcriptome

To test the hypothesis that Sox17 and Bcat functionally interact in vivo, we set out to identify Bcat-regulated genes and compare these to the Sox17-regulated transcriptome. Injection of a well-characterized Bcat-MO (Heasman et al., 2000) resulted in (a) depletion of nuclear Bcat, (b) reduced expression of a transgenic Wnt-responsive reporter (Tran et al., 2010) and (c) the expected ventralized phenotype, which was rescued by co-injection of stabilized human Bcat mRNA (Figure 3—figure supplement 1). Together, this confirms the efficacy and specificity of the Bcat knockdown. RNA-seq of control-MO and Bcat-MO depleted embryos at eight time points from blastula and gastrula stages (NF7-12) identified a total of 2568 Bcat-regulated genes (>2 fold change, FDR < 5%), 1321 of which were downregulated and 1247 upregulated in the Bcat-MO embryos (Figure 3A and Supplementary file 3). Remarkably, the Bcat-dependent genes encoded 251 TFs, (~20% of all the TFs in the genome), reinforcing the notion that Wnt/Bcat initiates a transcriptional cascade in the early embryo.

**Figure 3.**
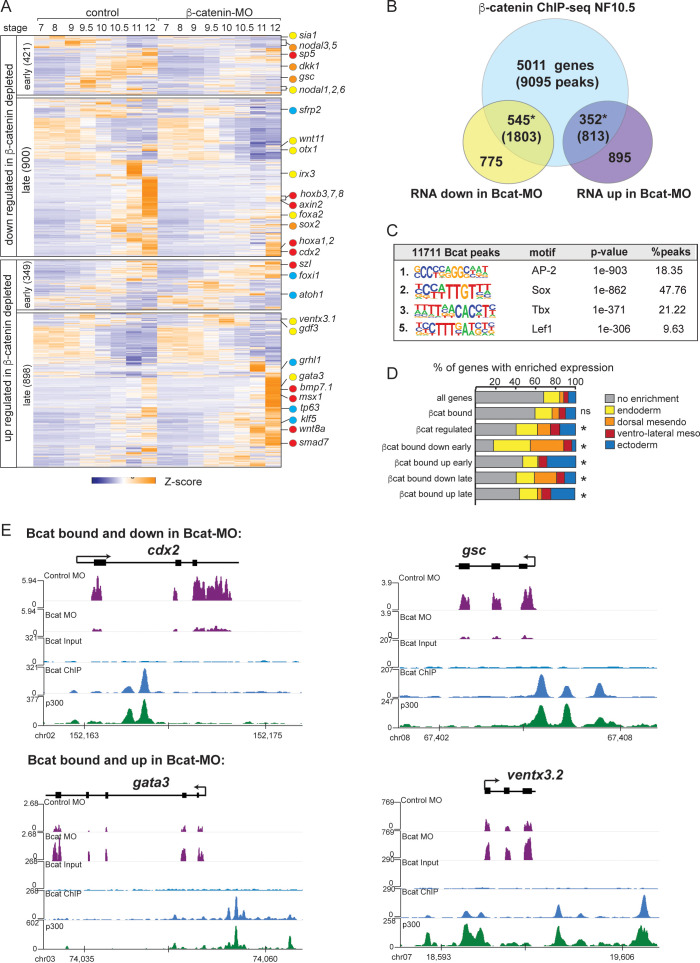
The Bcat-regulated genomic program. (**A**) Time course heatmap of Bcat-regulated transcripts. Differential expressed genes from a pairwise comparison of control-MO and Bcat-MO embryos (>2 FC, FDR < 5%) at each stage identified 2568 Bcat-regulated transcripts; 1321 downregulated and 1247 upregulated in Bcat-MO embryos. Key genes are color coded based on regional expression from (**D**). (**B**) Venn diagram intersecting Bcat-regulated genes with Bcat-bound genes (and associated peaks) from published *X. tropicalis* gastrula Bcat ChIP-seq data (Nakamura et al., 2016) identified 898 putative direct targets associated with 2616 peaks. Statistically significant intersections based on hypergeometric tests* p<0.001.* (**C**) Motif enrichment analysis of Bcat peaks by HOMER hypergeometric test. (**D**) Stacked bar graphs showing different patterns of enriched spatial expression based on RNA-seq of dissected gastrula tissues (Blitz et al., 2017). Distribution of expression patterns statistically different from all genes in the genome was determined by twosided Kolmogorov-Smirnov tests *p<0.01. (**E**) Genome browser views of representative genes showing the RNA-seq expression in control-MO and Bcat-MO embryos and Bcat and Ep300 ChIPseq tracks.

**Figure 3—figure supplement 1.**
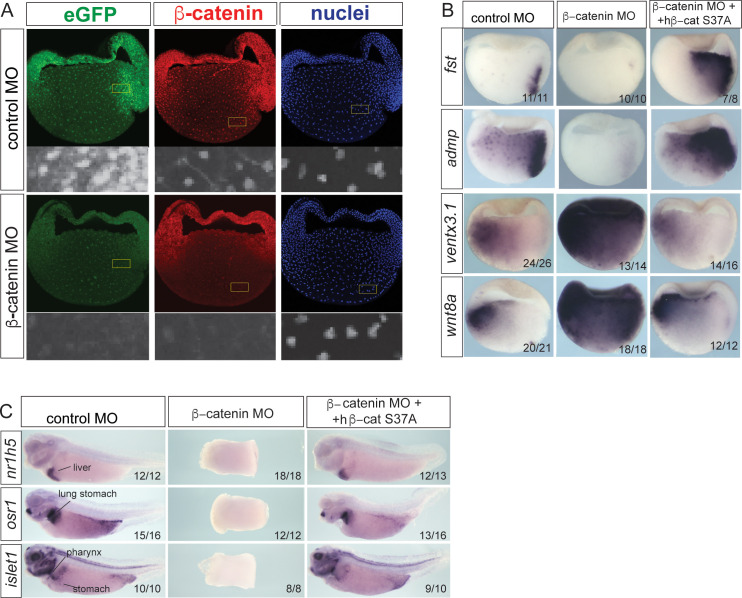
Validation of Bcat-MO embryos. (**A**) Immunostaining of *Tg(WntREs:dEGFP)^Vlem^ Xenopus tropicalis* gastrula embryos show the loss of nuclear Bcat and GFP expression from the Wnt-reporter transgene in Bcat-MO embryos demonstrate effective knockdown. (**B–C**) Co-injection of RNA encoding a human S37A-stabilized Bcat recues the Bcat-MO-ventralized phenotype. In situ hybridization of gastrula (**B**) and tailbud embryos (**C**). In Bcat-MO gastrula, *fst* and *admp* are downregulated in the dorsal organizer, whereas *wnt8a* and *ventx3.1* are upregulated consistent with a ventralized phenotype. (**C**) In situ hybridization of markers for the liver (*nr1h5*), stomach, lung, intestine and pharynx (*osr1* and *islet1*) show that co-injection of human S37A-stabilized Bcat RNA rescues the ventralized phenotype and disrupted gut development in Bcat-MO tailbud embryos.

**Figure 3—figure supplement 2.**
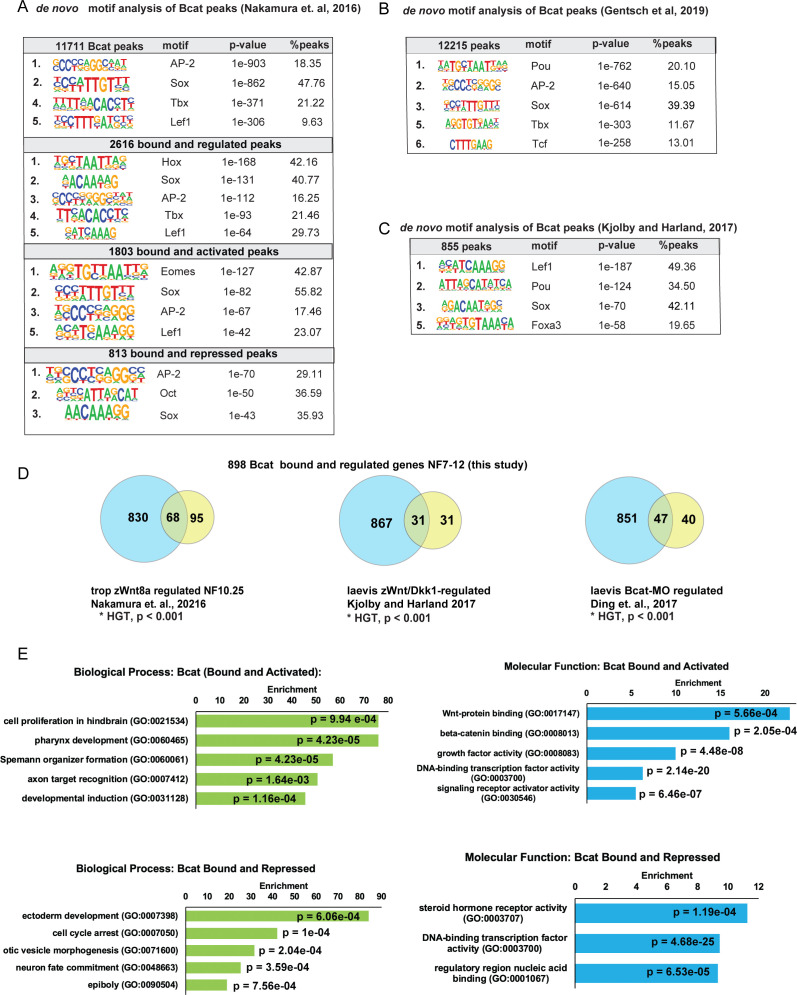
Additional analysis of Bcat ChIP-Seq. (**A**) De-novo motif analysis of Bcat peaks associated with different groups of Bcat-regulated genes, based on HOMER hypergeometric test.* X. tropicalis* stage 10.5 gastrula Bcat ChIP-Seq dataset from GSE72657 (Nakamura et al., 2016). (**B**) De-novo motif analysis of Bcat-bound peaks from St.10+ Bcat ChIP-Seq data from Gentsch et al., 2019. (**C**) And of Bcat-3xFlag ChIP-Seq peaks from *X. laevis* stage 11.5 gastrula from GSE77365, Kjolby and Harland, 2017; show a similar enrichment of SOX motifs based on HOMER hypergeometric test. (**D**) Comparison of differentially expressed Bcat-regulated genes in this study with other recent genomic analysis of gastrula-stage Wnt targets (Ding et al., 2017; Nakamura et al., 2016; Kjolby and Harland, 2017) shows significant overlap, *p<0.001 by hypergeometric enrichment test. (**E**) GO enrichment analysis of Bcat-bound and -regulated genes bases on Fisher’s exact test with p-values adjusted to 5% FDR for multiple testing correction.

Intersecting the Bcat-MO RNA-seq data with previously published Bcat ChIP-seq data from *Xenopus tropicalis* gastrula (Nakamura et al., 2016) identified 898 putative direct target genes associated with 2616 Bcat-bound CRMs (Supplementary file 4). 

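The Bcat peaks came from 1 published ChIP-seq dataset of gastrulae, which the authors processed in the same way as their Sox17 data, with pseudoreplicates of that single dataset in the IDR analysis. No replicate error can therefore be given for any Bcat peak. All peaks of the deposited list were distinct and none touched its neighbour. The 10 assembled chromosomes of the v9.0 genome carried 10752 of them (91.8%), from 424 on chromosome 10 to 1709 on chromosome 1, and 383 unplaced scaffolds carried the other 959. Peaks were 199 to 5696 bp wide with a median of 386 bp, and 5060 kb were covered in all. A stricter list of peaks at least 300 bp wide held 9589. Supplementary file 3 gives the Bcat peaks of each Bcat-regulated gene by nearest TSS. It was at hand for 1999 of the paper's 2568 genes, with 700 of the paper's 898 bound genes and 2038 of the paper's 2616 peaks. Each of those 2038 peaks was in the deposited list with the same start and end. The supplement lists 9 Bcat peaks for *dkk1*, 8 for *lhx5*, 7 for *gli1*, 4 for *gdf6* and 3 for *osr1*, while *igf3*, *fst*, *nodal1*, *gdf3* and *slc5a8* have 2 each. From the intersection of these peaks with the genes that changed in Bcat-MO embryos, the paper reasons that genes in both sets are putative direct targets of Bcat.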

In the Bcat-MO, 546 genes were downregulated , and 352 genes had increased expression in Bcat-MO embryos (Figure 3B). These included almost all the previously known Bcat targets in early *Xenopus* embryos and had extensive overlap with other recent genomic analysis of Wnt targets in the *Xenopus* gastrula (Ding et al., 2017; Kjolby and Harland, 2017; Nakamura et al., 2016; Figure 3—figure supplement 2D). Control Bcat ChIP-qPCR of Bcat-MO embryos showed reduced binding to near background levels confirming a robust knockdown (Figure 2—figure supplement 1E).

As expected, many of the positively regulated Bcat targets had enriched expression in the dorsal mesoderm (Figure 3D) including most known organizer genes such as *cer1, chrd, dkk1, frzb, fst and gsc*. In contrast, ~30% of Bcat-bound genes with increased expression in the early BcatMO embryos (NF7-9) were enriched for ectoderm-specific transcripts, consistent with the expansion of ectoderm and loss of neural tissue in ventralized embryos (Figure 3D). We also identified many direct Bcat targets that are likely to be regulated by zygotic Wnt8, (Kjolby and Harland, 2017; Nakamura et al., 2016) including *sp5*, *axin2*, *cdx1/2, fzd10, msgrn1* and eight *hox* genes, all of which were downregulated in Bcat-MOs (Figure 3A,E). A number of zygotic Wnt-targets with enriched expression in the ventral mesoderm were components of BMP pathway including; *bambi*, *bmp7*, *id2*, *msx1, smad7, szl*, *ventx1,* and *ventx3* (collectively known as the BMP synexpression group) (von Bubnoff et al., 2005). Most of these genes are known to be directly activated by both Bmp4/Smad1 and zWnt8/Bcat (Itasaki and Hoppler, 2010; Stevens et al., 2017) but were upregulated, rather than downregulated, in Bcat-depleted embryos, likely due to the increase in BMP/zWnt8 signaling in ventralized embryos.

Most importantly, almost 200 Bcat-bound and -regulated genes had endoderm enriched expression including most of the core endoderm TFs; *sox17*, *foxa*, *eomes*, *gata4*, *mix1* and *mixer* (Figure 3D and Supplementary file 3). Thus, contrary to the prevailing view that Bcat promotes endoderm fate primarily by activating Nodal ligand expression (Blythe et al., 2010; Hyde and Old, 2000), we find that Wnt/Bcat also directly regulates the transcription of many endodermal genes. Surprisingly, de novo motif analysis showed that the Bcat-bound peaks were more enriched for Sox than canonical Tcf motifs, 2nd versus 5th ranked, respectively (Figure 3C; Nakamura et al., 2016). Consistent with this, analysis of other previously published Bcat ChIP-Seq datsets in *X. tropicalis* gastrula embryos (Gentsch et al., 2019) and Flag-tagged Bcat ChIP-Seq in *X. laevis* gastrula (Kjolby and Harland, 2017) also report a high enrichment for Sox and Tcf motifs (Figure 3—figure supplement 2A–D). Together these data support the hypothesis that Sox17 and Bcat coregulate endodermal transcription.

### Sox17 and β-catenin co-occupy endoderm enhancers

Intersection of the ChIP-seq datasets identified 3956 genomic loci co-occupied by both Sox17 and Bcat, and these had epigenetic signatures of active enhancers (Figure 4A,B). This represents a third of all Sox17 genomic binding in the gastrula. 

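The share was taken from the paper's count of 3956 co-occupied loci. Divided by the number of peaks in the deposited Bcat list, that count gave 33.8%. Divided by the paper's number of Sox17 peaks, it gave 46.9%. The loci themselves were not recounted, because the full list of Sox17 peaks was not used here.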

Comparison of the Sox17-MO and Bcat-MO RNA-seq datasets identified 415 transcripts that were regulated by both Sox17 and Bcat; comprising of ~40% of the Sox17-regulated and ~15% of the Bcat-regulated transcriptome (Figure 4A). A similar high overlap between Sox17 and Bcat genomic binding was also observed in another independent Bcat ChIP-seq dataset (Figure 4—figure supplement 1B; Gentsch et al., 2019). This suggests that co-regulation with Wnt/Bcat is a major feature of the Sox17-regulated endoderm GRN. Analysis of publicly available ChIP-seq revealed that Sox17 and Bcat-bound loci are also enriched for other endodermal TFs including VegT, Foxa4, Smad1 and Smad2 (Figure 4—figure supplement 1C; Charney et al., 2017a; Gentsch et al., 2019), consistent with recent reports that the combinatorial activity of multiple TFs at endodermal super-enhancers (Paraiso et al., 2019) coordinate endoderm specification.

**Figure 4.**
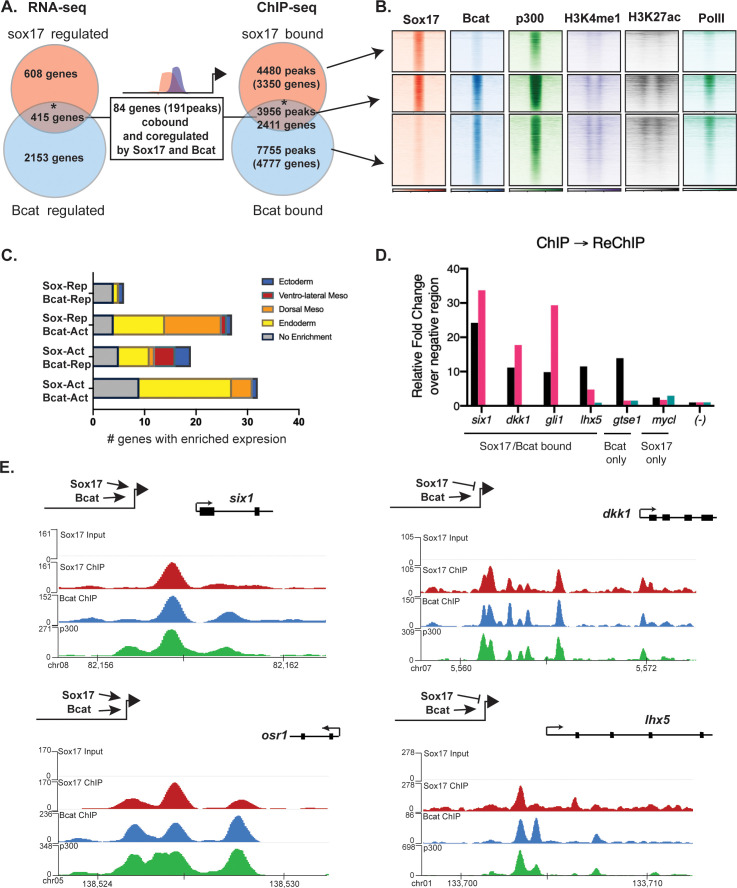
Sox17 and Bcat co-occupy enhancers to regulate the endoderm GRN. (**A**) Eighty-four genes (191 Peaks) are cobound and coregulated by Sox17 and Bcat. Venn diagram show that 415 genes are regulated by both Sox17 and Bcat (left), whereas 2411 genes (3956 peaks) are bound by both Sox17 and Bcat. Gene intersections are significant based on hypergeometric tests, *p<0.001. (**B**) Density plots show that Sox17 and Bcat cobound peaks are enriched for enhancer associated epigenetic marks: Ep300, H3K4me1 and H3K27Ac and RNA pol II. (**C**) Regional enrichment of all subsets of enhancers cobound and coregulated by Sox17 and Bcat. (**D**) A representative ChIP-reChIP experiment showing that Sox17 and Bcat coocupy all the test CRMs (*six1, dkk1, gli1* and *lhx5*) in the same cells, in contrast to the *gtse1* locus, which is bound only by Bcat. (**E**) Genome browser views of representative genes showing peak overlap of Sox17, Bcat and Ep300 ChIP-Seq tracks.

**Figure 4—figure supplement 1.**
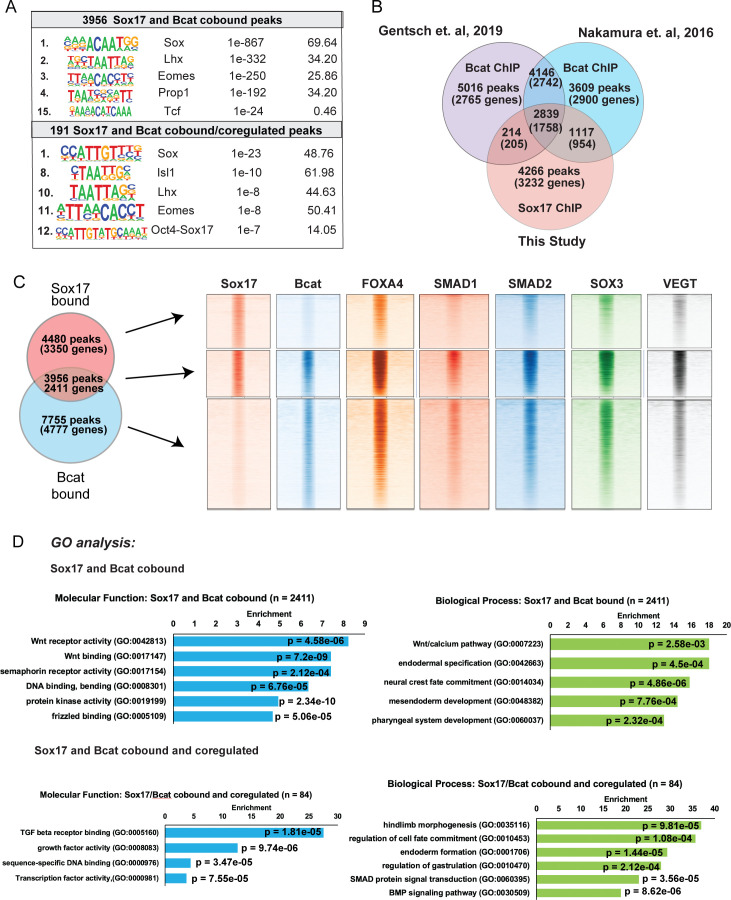
Additional analysis of cobound and coregulated peaks. (**A**) De-novo motif analysis of Sox17 and Bcat bound and/or regulated peaks by HOMER hypergeometric tests. (**B**) Overlap of Bcat ChIP-Seq datasets from Nakamura et al., 2016 and Gentsch et al., 2019 with Sox17 ChIP-Seq dataset generated in this study. (**C**) Density plots show that Sox17 and Bcat-cobound peaks are also enriched for binding of other endodermal TFs: Foxa4 GSE85273, Charney et al., 2017b; Smad1, Smad2, Sox3 and VegT (GSE113186, Gentsch et al., 2019). (**D**) GO enrichment analysis of gene cobound and cobound/coregulated by Sox17 and Bcat peaks bases on Fisher’s exact test with p-values adjusted to 5% FDR for multiple testing correction.

**Figure 4—figure supplement 2.**
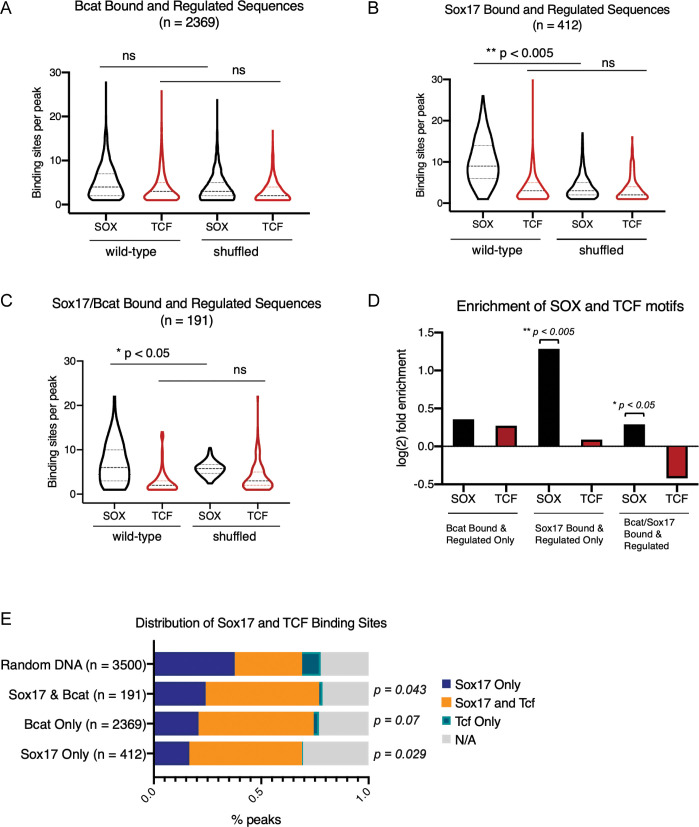
Sox and Tcf DNA-binding motif frequency in Sox/Bcat cooccupied peaks. (**A–C**) Violin plots show the frequency of Sox and Tcf DNA-binding sites per peak in (**A**) exclusively Bcat-bound and -regulated peaks (**B**) exclusively Sox17-bound and -regulated peaks and (**C**) Sox17/Bcat co-occupied and coregulated peaks. The significance of motif frequency in wild-type test sequences relative to random ‘shuffled’ background was determined by Fisher exact test (*p<0.05, **p<0.005, ns; not significant). Each wild-type test sequence was randomly scrambled while maintaining dinucleotide frequency to generate ‘shuffled’ sequences. (**D**) log2 fold enrichment of Sox and Tcf motif frequencies over random for the three peak categories shown in **A-C**. (**E**) Stacked bar charts showing the distribution of Sox and Tcf binding sites in the three groups of enhancers compared to a random set of genomic regions. Distribution of motifs was compared between each group of enhancers and random by two-sided Kolmogorov-Smirnov tests.

In total, 84 genes (191 Peaks) were bound and regulated by both Sox17 and Bcat (Figure 4A,B). This is likely to be an underestimation of the number of direct coregulated genes, as these had to pass a stringent thresholding of four independent statistical tests to be included in this list. 

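Supplementary file 5 lists the 191 loci of these 84 genes as windows of 150 bp, which the methods describe as centred on peak summits. Each window was compared with the deposited Bcat peaks, and sharing at least 1 bp was counted as bound. By that rule 120 windows had a Bcat peak (62.8%, 95% Wilson interval 55.8 to 69.4%), each in a different peak. The interval covers counting error only, since several windows belong to the same gene and the peaks come from a single library. Requiring the whole window inside the peak left 116 windows, and using peaks at least 300 bp wide, a limit applied to windows only after the data were seen, left 106. The other 71 windows lay between 202 and 175996 bp from the nearest Bcat peak, with a median of 8761 bp. Of these, 9 were within 1 kb of a peak, 43 within 10 kb and 28 farther away. At least 1 window with a Bcat peak was found for 73 genes, among them 39 genes for which every window had one, and 11 genes had none. Among the genes named in the text, every listed window of *gli1* (4), *gdf6* (2), *gdf3* (1) and *nodal1* (1) had a Bcat peak, while 2 of 4 windows of *slc5a8*, 1 of 2 of *fst* and 2 of 5 of *lhx5* did. Chance overlap was measured by moving all windows at random along their chromosomes 1000 times. Moved windows met a Bcat peak in 2 cases at the median and in 7 at most (one-sided permutation test, p = 0.001, the smallest that 1000 placements can give). Windows moved by only 10 to 50 kb, which keeps them in the same gene neighbourhood, met a peak in 3 cases at the median and in 9 at most. The paper had selected the windows as bound by both factors, so more overlap than at random placement was built in. The paper intersected the Sox17 and Bcat peaks with the genes that changed in both morphants, and reasons from that intersection to a set of genes bound and regulated by both factors.

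**Figure D1:**
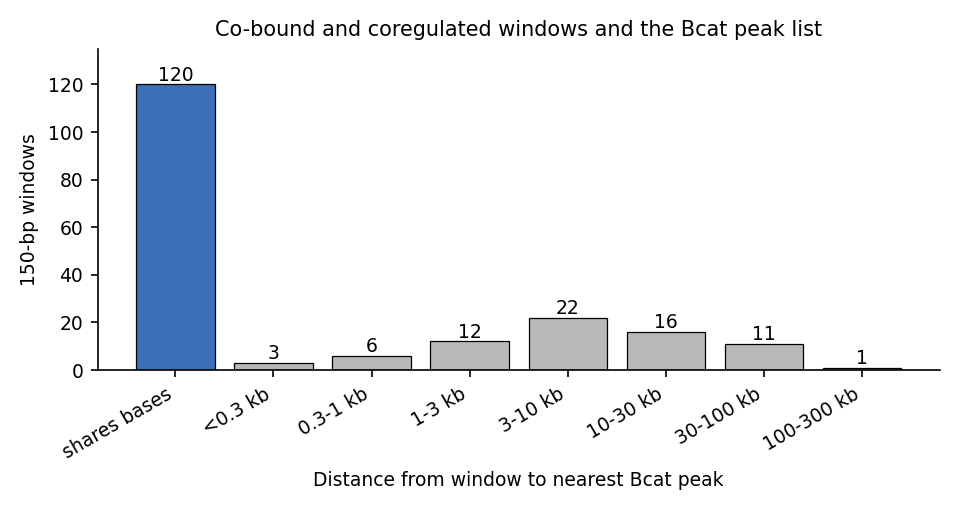
Number of 150-bp co-bound and coregulated windows (vertical axis) by distance to the nearest peak of the deposited Bcat list (horizontal axis, in kb, unequal classes). The blue bar holds the 120 windows that share at least 1 bp with a peak, and the grey bars hold the other 71, most often 3 to 10 kb away (22 windows).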

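The number of Sox and Tcf sites in each co-bound window was taken from Supplementary file 5, where the authors merged HOMER matches with matches to CIS-BP position weight matrices. These site numbers are the paper's, and the counts of windows were made from them. At least 1 site of each kind was listed in 148 windows (77.5%, Wilson interval 71.1 to 82.8%). When 2 sites of a kind were required, 104 windows had both (54.5%, 47.4 to 61.4%). Of the 148 windows, 93 shared bases with a Bcat peak and 55 did not. Both kinds of site were listed in 5 of the 8 windows of *dkk1*, in all 5 windows of *lhx5* and in 4 of the 6 windows of *osr1*. Background genomic sequence was not used here.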

A comprehensive motif analysis of the 191 co-bound and coregulated peaks using the CIS-BP database (Lambert et al., 2019) revealed that 53% (101/191) of the peaks contained both Sox17 and Tcf DNA-binding motifs (e.g. *dkk1*, *lhx5* and *osr1*) compared to 31% in background genomic sequences (Figure 4—figure supplement 2E and Supplementary file 5). In contrast 24% (46/191) of the peaks had Sox motifs but no Tcf sites (e.g. *six1),* suggesting that Bcat might be recruited to these loci independent of Tcfs. 

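By the numbers listed for each window, 41 windows held a Sox site and no Tcf site (21.5%, Wilson interval 16.2 to 27.8%). The count rose to 77 when at least 2 sites of a kind were required, since windows with a single Tcf site then moved into this class. A Bcat peak was present at 25 of the 41 windows (61.0%, 45.7 to 74.3%), a share whose interval holds the 62.8% found for windows with both kinds of site, so no difference in Bcat binding could be detected between the classes. From windows with Sox sites alone, the paper proposes that Bcat might be recruited without Tcfs.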

Only 3/191 peaks had Tcf but no Sox motifs. Moreover, co-occupied enhancers often contained multiple Sox17 motifs (>5), which was also significantly enriched over random (Figure 4—figure supplement 2). In addition, most individual genes were associated with multiple Sox17 and Bcat co-occupied enhancers, suggesting that combinatorial binding and integration of several CRMs is crucial to control lineage-specific transcription.

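No window was listed with a Tcf site and no Sox site when a single site was enough, and the Wilson interval of 0 in 191 reaches 1.97%. With at least 2 sites required, 3 windows were in this class (1.57%, 0.536 to 4.51%), of which 1 shared bases with a Bcat peak. Neither kind of site was listed in 2 windows (1.05%), and both of these had a Bcat peak. With at least 2 sites of a kind required, 7 windows had neither (3.7%, 1.8 to 7.4%), and all 7 had a Bcat peak.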

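More than 5 Sox sites were listed in 137 windows (71.7%, Wilson interval 65.0 to 77.6%). The median was 8 Sox sites per window, with a range from 0 to 36, against a median of 2 Tcf sites and at most 14. Windows rich in Sox sites were less often found in the Bcat list. Of the 137, 77 shared bases with a Bcat peak (56.2%, 47.8 to 64.2%), compared with 43 of the 54 windows with 5 Sox sites or fewer (79.6%, 67.1 to 88.2%). A two-sided permutation test that exchanged windows within genes gave p = 0.004 for this difference (0.0109 after Benjamini-Hochberg adjustment over 3 comparisons), and the test was added after the split had been seen. The mean number of Sox sites was 8.40 ± 5.97 (SD) with a Bcat peak and 9.72 ± 4.57 without, which did not differ by the same permutation test (p = 0.376, adjusted 0.376). Shuffled sequences were not made for the windows here.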

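More than 1 window was listed for 50 of the 84 genes (59.5%, Wilson interval 48.8 to 69.4%), with a median of 2 windows per gene. When distinct Bcat peaks at the windows were counted in place of windows, 29 genes had more than 1 (34.5%, 25.2 to 45.2%), the median was 1 and 11 genes had 0. The highest number belonged to *dkk1*, with 8 windows on chromosome 7 between 5561028 and 5633704, of which 7 shared bases with a Bcat peak. Next came *osr1* and *sox17a* with 6 windows each. *osr1* had a Bcat peak at 3 of them and *sox17a*, named here after its values were seen, at 5. The *dkk1* window without a peak, from 5622448 to 5622597, was 1137 bp from the nearest one. The *osr1* windows without a peak were 1707, 5801 and 175996 bp away. From the windows per gene, the paper proposes that several CRMs are integrated to control lineage-specific transcription.

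**Figure D2:**
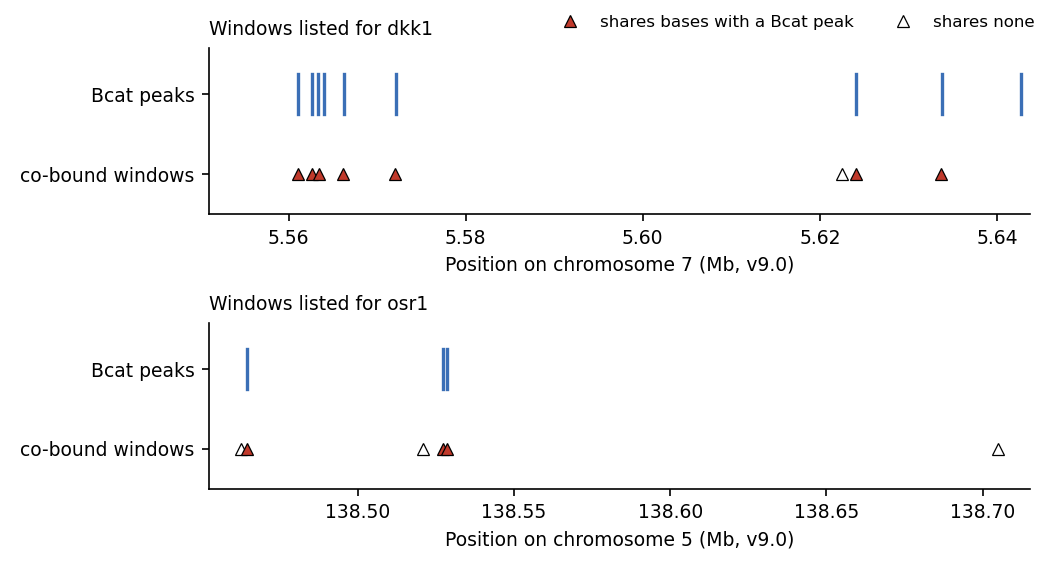
Positions of deposited Bcat peaks (blue bars, drawn at peak centres) and of co-bound windows (triangles) at *dkk1* and *osr1*, with the position on the chromosome in Mb of the v9.0 genome on the horizontal axis. Filled triangles share bases with a Bcat peak (7 of 8 windows at *dkk1*, 3 of 6 at *osr1*) and open triangles do not.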

Since the ChIP-seq experiments were performed on whole embryos, it was possible that Sox17 and Bcat chromatin binding might occur in different cell populations. To test whether Sox17 and Bcat bound the same enhancers in the same cells we performed ChIP-reChIP experiments. First anti-Bcat ChIP was performed on 500 gastrulae. DNA eluted from the first ChIP was then re-precipitated with either anti-Sox17 or a negative control IgG antibody. All four loci tested by ChIP-reChIP qPCR (*six1*, *dkk1*, *lhx5* and *gli1*) showed enrichment compared to IgG demonstrating that these genomic loci (~150 bp in length) were simultaneously bound by Sox17 and Bcat in endodermal cells. In contrast, a negative control locus *gtse1* which is bound by Bcat but not Sox17 was not enriched in the ChIP-reChIP experiment (Figure 4D).

The 84 co-bound and coregulated genes fell into four regulatory categories (Figure 4C,E); 32/84 were activated by both Sox17 and Bcat (e.g. *six1* and *osr1*) and tended to have endoderm enriched expression, 27/84 were activated by Bcat but repressed by Sox17 (e.g. *dkk1*) and these tended to be enriched in the organizer mesendoderm, 19/84 were positively regulated by Sox17 and negatively regulated by Bcat (up in the Bcat MO) and finally 6/84 were negatively regulated by both Sox17 and Bcat. The observation that Bcat positively regulated most of these genes (59/84, 70%) was consistent with its known role in transcriptional activation. Sox17 positively regulated 60% of targets and repressed 40% of targets, suggesting context-dependent activity. For further analysis, we focused on the two major regulatory groups; genes/enhancers activated by both Sox17/Bcat and those activated by Bcat but repressed by Sox17 (Figure 4E).

### Sox17 and β-catenin coordinate spatial expression domains in the embryo

It was possible that the overlap in Sox17- and Bcat-regulated genes was largely due to the Sox17-Wnt feedback loop where Bcat is required for robust *sox17* expression and Sox17, in turn, regulates the expression of Wnt-pathway components. While this is likely to be part of the mechanism, we directly tested the functional necessity for both Sox17 and Bcat in epistasis experiments, asking whether injection of *sox17* mRNA could rescue coregulated genes in Bcat-depleted embryos and vice versa. Co-injection of *mSox17* mRNA could not rescue the normal expression patterns of *six1*, *osr1*, *lhx5* or *dkk1* in Bcat-MO embryos, but it did rescue *foxa1* expression (Figure 5). This demonstrates that reduced Sox17 in Bcat-depleted embryos cannot account for the disrupted *six1*, *osr1*, *lhx5* or *dkk1* expression, but it can account for the reduced *foxa1* expression. Similarly, co-injection of stabilized (*ca)Bcat* mRNA rescued the normal expression of *foxa1* but not *six1*, *osr1*, *lhx5* or *dkk1* in Sox17-morphants indicating that the defects in their expression were not simply due to reduced Wnt signaling (Figure 5).

**Figure 5.**
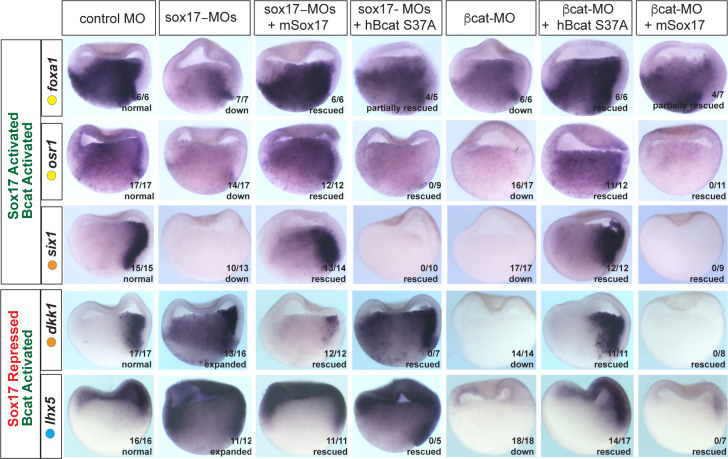
Sox17 and Bcat epistasis. In situ hybridization of gastrula embryos (dorsal right) injected with sox17-MO or bcat-MO, some of which were co-injected with RNA encoding either mSox17 or a human S37A stabilized Bcat. The genes *osr1*, *six1* and *foxa1* are activated by both Sox17 and Bcat, whereas *dkk1* and *lhx5* are activated by Bcat but repressed by Sox17. Co-injection of mSox17 cannot rescue normal expression in Bcat-MOs, nor can hBcat S37A RNA rescue Sox17-MOs indicating that both Sox17 and Bcat required for normal expression.

These experiments also show that Sox17 and Bcat coordinate spatial gene expression in the embryo in a complex gene-specific manner. Wnt/Bcat stimulates expression of *lhx5* in the ectoderm, but Sox17 represses this activity in the presumptive endoderm. Sox17 and Bcat are both required for robust expression of *osr1* and *six1* in the endoderm and dorsal mesendoderm respectively. In contrast, Sox17 normally suppresses Bcat-activated expression of *dkk1* in the deep endoderm. Together, with their co-occupancy at CRMs, these data show that Sox17 and Bcat are both required to directly regulate transcription in discrete spatial domains.

### Sox17 and Bcat synergistically regulate transcription of endodermal enhancers

To examine how Sox17 and Bcat directly regulate endodermal transcription, we first selected four exemplar co-occupied enhancers: (a) a proximal *six1* enhancer located −1 kb from the TSS, (b) a proximal *dkk1* enhancer located −1.6 kb from its TSS, (c) a distal −7.5 kb *dkk1* enhancer and (d) a −1 kb *lhx5* enhancer (Supplementary file 6). 

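The *dkk1* and *lhx5* enhancers were looked up in the deposited Bcat list by the v9.0 coordinates of Supplementary file 6, and each met 1 peak. The -1.6 kb *dkk1* enhancer is a 400 bp sequence on chromosome 7 that starts at 5571875, and the peak there ran from 5571918 to 5572254 (337 bp). The -7.5 kb *dkk1* enhancer, from 5565983 to 5566438, lay wholly inside a 589 bp peak from 5565904 to 5566492. The -1 kb *lhx5* enhancer is given on chromosome 1 from 133702140 to 133702540 and lay inside a 633 bp peak from 133702033 to 133702665. The co-bound window of each of these enhancers also shared bases with its peak. Peak height could not be compared, because the list holds positions only.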

We focused most of our analysis on *six1* and *dkk1* which are both expressed in the dorsal mesendoderm but have opposite regulation. Sox17-Bcat promotes *six1*, whilst Sox17 represses Bcat activation of *dkk1.*

The −1 kb *six1* enhancer is evolutionarily conserved from *Xenopus* to human containing three Sox-binding sites but no predicted Tcf-binding sites (Figure 6B). In mouse, this enhancer can drive transgenic expression in the embryonic gut tube, although the TFs that modulate it were previously unknown (Sato et al., 2012). Analysis of published ChIP-seq data indicate that, like in *Xenopus*, the human *SIX1* CRM is also bound by SOX17 in human PSC-derived endoderm (Figure 6—figure supplement 1A; Tsankov et al., 2015). Mammalian *Dkk1* is also known to be a direct Bcat-Tcf target (Niida et al., 2004), but the enhancers that regulate its expression in the gastrula had been previously uncharacterized. Unlike the −1 kb *six1* enhancer, the −1.6 kb and −7.5 *dkk1* enhancers as well as the −1 kb *lhx5* enhancer are predicted to harbor both Tcf and Sox DNA-binding sites (Figure 6B, Figure 6—figure supplement 2 and Supplementary file 6).

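For the windows at these enhancers the paper's site search lists 4 Sox and 4 Tcf sites at -1.6 kb *dkk1*, 2 Sox and 1 Tcf site at -7.5 kb *dkk1*, and 5 Sox and 2 Tcf sites at -1 kb *lhx5*. The Sox-binding consensus given in the paper's Discussion, (A/T)(A/T)CAA(A/T), was searched on both strands of the full enhancer sequences of Supplementary file 6 and matched 6, 6 and 5 times, in the same order. As many matches to the consensus occurred in 1.19%, 0.54% and 13.0% of 10000 random orders of the bases, so the number in the *lhx5* enhancer was not above that of shuffled sequence. The shorter core ACAAT matched 1, 2 and 1 times. The Tcf consensus of the Discussion, T(A/T)(A/T)CAAG, matched 0 times in each of these enhancers. An exact match to a single consensus is another measure than the paper's site search, so this does not speak against the listed Tcf sites. The shorter CAAAG, chosen after the data were seen, matched 0 times in the -1.6 kb *dkk1* enhancer, 4 times in the -7.5 kb *dkk1* enhancer and 3 times in the *lhx5* enhancer. The Tcf-site mutants carry 5 changed stretches at -1.6 kb *dkk1*, 6 at -7.5 kb *dkk1* and 2 at *lhx5*. Of the 6 stretches at -7.5 kb *dkk1*, those at positions 260 to 265, 310 to 315 and 401 to 405 are also changed in the Sox-site mutant, with positions counted from the 5′ end of the sequence. In the Sox-site mutants, 5 of the 6 matches to the Sox consensus remained at each *dkk1* enhancer and 1 of 5 at *lhx5*. At -1.6 kb *dkk1*, 1 of the 4 stretches changed in the Sox-site mutant lay on such a match. At -7.5 kb *dkk1* it was 1 of 3, and at *lhx5* 4 of 7. The sites the authors mutated are thus not the consensus matches, and a match left in place need not be a Sox site left in place. In the same mutants, matches to the core ACAAT went from 1 to 0 at -1.6 kb *dkk1*, from 2 to 1 at -7.5 kb *dkk1* and from 1 to 0 at *lhx5*. In the Tcf-site mutants, 2 of the 6 Sox matches remained at -1.6 kb *dkk1*, 3 of 6 at -7.5 kb *dkk1* and 4 of 5 at *lhx5*. At -1.6 kb *dkk1*, 4 of the 5 stretches changed in the Tcf-site mutant lay on a Sox match. At -7.5 kb *dkk1* it was 3 of 6, and at *lhx5* 1 of 2. The Sox consensus thus also matched sequence that the authors treat as Tcf sites, and a lost match need not be a lost Sox17 site.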

**Figure 6.**
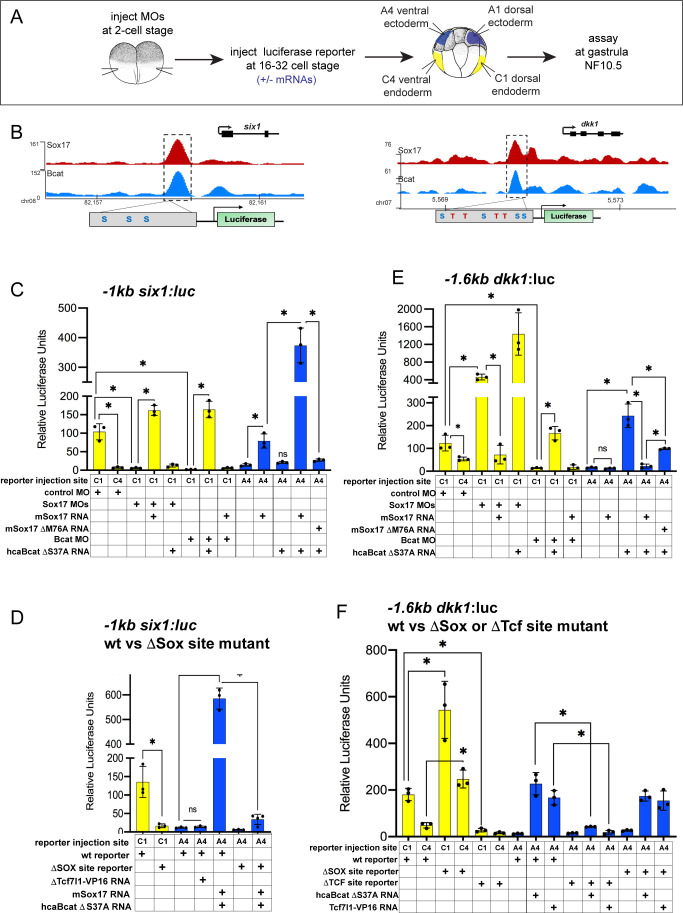
Sox17 and Bcat coordinately regulate endoderm enhancers. (**A**) Experimental design. (**B**) IGV genome browser tracks showing Sox17 and Bcat chromatin binding and schematic of reporter constructs showing the predicted Sox17 and Tcf DNA-binding sites in the −1 kb *six1* and −1.6 kb *dkk1* enhancers (**C–F**) Luciferase assay of (**C**) wildtype (wt) −1 kb *six1:luc,* (**D**) wt versus DSox-site mutant 1 kb *six1:luc,* (**E**) wt −1.6 kb *dkk1:luc* and (**F**) wt versus DSox-site and DTcf-site mutant −1.6 kb *dkk1:luc* reporters injected in different tissue with the indicated MOs and/or mRNAs. Histograms show mean luciferase activity ± standard deviation, *p<0.05 in pairwise Student T-tests.

**Figure 6—figure supplement 1.**
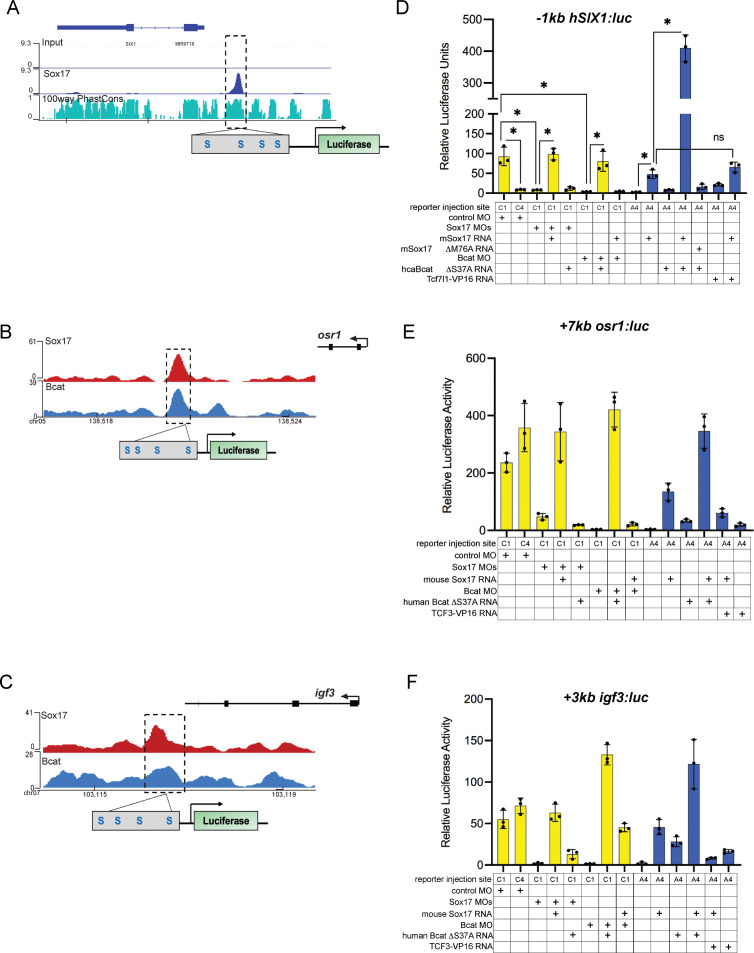
Sox17 and Bcat can regulate some enhancers apparently independent of Tcfs. (**A**) IGV track showing evolutionarily conserved *SIX1* peak in human DE (Tsankov et al., 2015). (**B, C**) IGV tracks and luciferase construct schematic showing predicted Sox17 DNA-binding sites but no detectable Tcf sites at the +7 kb *osr1* and +3 kb *igf3* enhancers, respectively. (**D**) Luciferase assay of −1 kb *SIX1* enhancer (**E, F**) Luciferase reporter assays of the construct shown in B and C, respectively. Histograms show mean luciferase activity ± standard deviation, *p<0.05 in pairwise Student T-tests.

**Figure 6—figure supplement 2.**
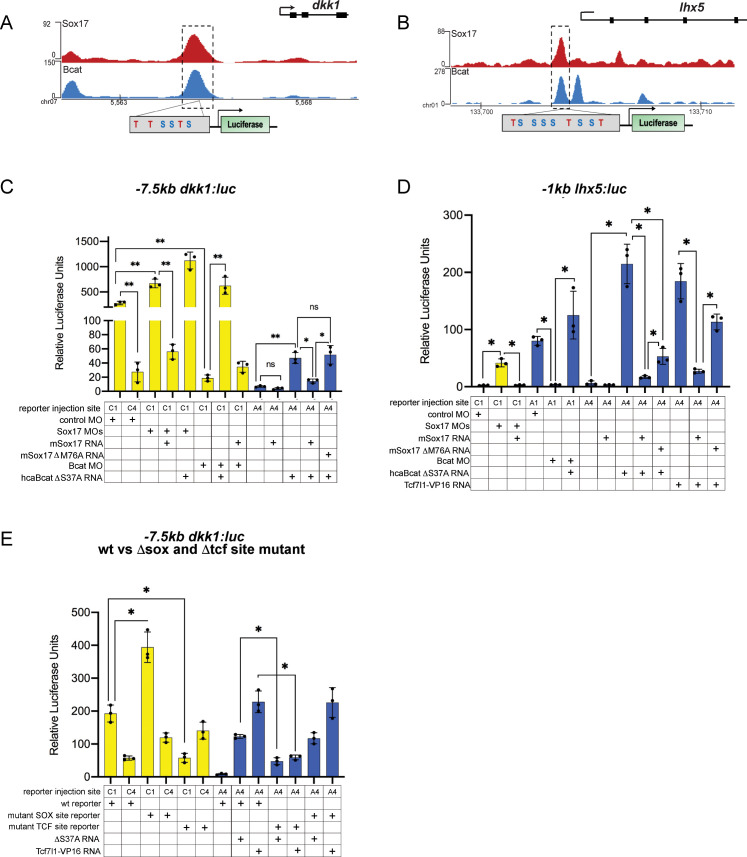
Reporter assays showing Sox17 and Bcat regulated −7.5 kb *dkk1* and 1 kb *lhx5* enhancers. (**A–B**) IGV track and schematic of luciferase constructs showing the predicted Sox17 and Tcf DNA-binding sites at the Sox17/Bcat co-occupied (**A**) −7.5 kb *dkk1* and (**B**) −1 kb *lhx5* enhancers. (**C–E**) luciferase assay of (**C**) the wildtype *−7.5 kb dkk:luc* reporter, (**D**) wildtype −1 kb *lhx5:luc* reporter and (**E**) wildtype versus DSox-site and DTcf-site mutant −7.5 kb *dkk1:luc* reporters injected in different tissues with the indicated MOs and/or mRNAs. Sox17 represses Bcat-Tcf activation of the *dkk1* and *lhx5* enhancers. Histograms show mean luciferase activity ± standard deviation, *p<0.05 in pairwise Student T-tests.

We cloned each of these CRMs into luciferase (luc) reporter constructs and tested whether they require Sox17 and Bcat for enhancer activity in *Xenopus* embryos (Figure 6A). Targeted microinjection into different cells of 32-cell-stage *Xenopus* embryos showed that all the reporters recapitulated the endogenous spatial expression indicating that they are *bona fide* enhancers. The *six1* and *dkk1* reporters were both active in the dorsal-anterior endoderm, but not the ventral endoderm or ectoderm, whereas the *lhx5* reporter was only active in the dorsal ectoderm (Figure 6C,E and Figure 6—figure supplement 2). Depletion of endogenous Sox17 or Bcat abolished expression of the −*1six1*:luc reporter and this was rescued by adding back *mSox17* to Sox17-MO or by adding back *caBcat* mRNA to Bcat-MO embryos (Figure 6C). However, co-injection of *mSox17* could not rescue expression in Bcat-MO embryos and nor could *caBcat* RNA rescue expression in Sox17-MOs (Figure 6C). These epistasis experiments indicate that both Sox17 and Bcat are required for activation of the −1 kb *six1* enhancer. The human *SIX1:luc* construct exhibited identical activity to the *Xenopus six1:luc* enhancer (Figure 6—figure supplement 1D). In contrast, in the case of the *−1.6 kb dkk1*, −7.*5 kb dkk1* and the *−1 kb lhx5:luc* constructs, depletion of Bcat abrogated reporter activity, whereas Sox17 depletion resulted in significantly elevated reporter activity, indicating that Sox17 restricts Bcat-mediated transactivation at the *dkk1* and *lhx5* enhancers (Figure 6E, and Figure 6—figure supplement 2C,D).

To test whether Sox17 and Bcat were sufficient to regulate the enhancers, we assayed their activity in ventral ectoderm tissue which does not express endogenous Sox17 and has low Wnt/Bcat activity. Injection of *mSox17* but not *caBcat* mRNA was sufficient to stimulate the *−1 kb six1:luc* and human *SIX1:luc* reporters in the ectoderm, but co-injection of *caBcat* along with *mSox17* synergistically activated the reporters (Figure 6C and Figure 6—figure supplement 1D). On the other hand, *caBcat* but not *mSox17* was able to activate the *dkk1* and *lhx5* reporters in ventral ectoderm, and co-injection of *mSox17* suppressed the ability of *caBcat* to stimulate these reporters (Figure 6E and Figure 6—figure supplement 2C,D), consistent with the endogenous regulation (Figure 5). The ability of Sox17 to activate the *six1* reporter or suppress Bcat-induced activation of the *dkk1* and *lhx5* reporters required the DNA-binding function of Sox17. A M76A point mutation in mSox17, known to disrupt the DNA-binding HMG domain (Sinner et al., 2007) significantly reduced Sox17’s ability to activate the *six1* or repress the *dkk1* reporter activity, respectively (Figure 6C,E and Figure 6—figure supplement 2C,D).

### Sox17 and Bcat appear to stimulate some enhancers independent of Tcfs

The *six1* enhancer is predicted to have only Sox sites with no evidence of Tcf-binding sites, whereas the *dkk1* and *lhx5* enhancers have both Sox17 and Tcf sites. To test whether or not Tcfs regulate these enhancers, we injected a Tcf7l1-VP16 fusion construct which constitutively activates Tcf-target gene transcription (Darken and Wilson, 2001). This had little to no impact on the *six1* reporter, but robustly activated the *dkk1* and *lhx5* reporters in ventral ectoderm (Figure 6D,F and Figure 6—figure supplement 2D,E). We next mutated the Sox17 and Tcf-binding sites in the *six1* and *dkk1* enhancers and examined the impact on Sox17, Bcat and Tcf regulation. Loss of the Sox17 sites abolished normal and Sox17/Bcat-induced expression of the *six1:luc* reporter (Figure 6D). In contrast, mutation of the Sox sites in the *dkk1* enhancers resulted in elevated reporter activity consistent with Sox17-mediated repression (Figure 6F and Figure 6—figure supplement 2E). Deletion of the Tcf sites in the *dkk1* enhancers abolished expression in the dorsal mesendoderm as well as Bcat or Tcf7l1-VP16-induced activation in the ventral ectoderm, consistent with Bcat-Tcf complexes activating these enhancers (Figure 6F and Figure 6—figure supplement 2E).

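The windows at 7 kb from the *osr1* TSS (chromosome 5, 138520827 to 138520976) and at 3 kb from the *igf3* TSS (chromosome 7, 103116559 to 103116708) are both among the co-bound windows of Supplementary file 5, and Supplementary file 6 gives their 150 bp sequences. Neither shared a base with a peak of the deposited Bcat list. The nearest Bcat peak to the *osr1* window began at 138526777 and ended at 138527849, and the nearest to the *igf3* window, 4008 bp away, ran from 103120716 to 103121295. The Bcat signal tracks shown in Figure 6—figure supplement 1B,C were not analysed here, so signal below the authors' threshold could not be measured. The paper's site search lists 6 Sox and 0 Tcf sites for *osr1* and 9 Sox and 0 Tcf sites for *igf3*. The Sox consensus matched 1 time in the *osr1* sequence, at position 40, and 2 times in the *igf3* sequence, at positions 75 and 116. As many matches were found in 75.6% and 30.8% of shuffled sequences. Neither sequence held a match to the Tcf consensus or to CAAAG. The Sox-site mutants each change 4 stretches, among them TGTAGAATTGTATT at positions 34 to 47 of *osr1* and ATTGTATG at positions 75 to 82 of *igf3*.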

To examine the generality of the apparent Tcf-independent regulation of *six1,* we identified two additional enhancers with similar characteristics: an *osr1* enhancer +7 kb downstream of its TSS (Figure 6—figure supplement 1B) and a +3 kb *igf3* enhancer (Figure 6—figure supplement 1B,C and Supplementary file 6). Both these enhancers have no evidence of Tcf binding sites and they were both synergistically activated by Sox17 and Bcat, whereas co-injection of Tcf7l1-VP16 failed to activate either reporter (Figure 6—figure supplement 1E,F). From these collective data, we conclude that Sox17 and Bcat synergistically can activate the *six, osr1* and *igf3* enhancers, likely independent of Tcfs. In contrast, the *dkk1 and lhx5* enhancers are activated through a Bcat/Tcf transcription mechanism, with Sox17 spatially restricting Bcat/Tcf activity to maintain cell-type-specific gene expression (Figure 7).

**Figure 7.**
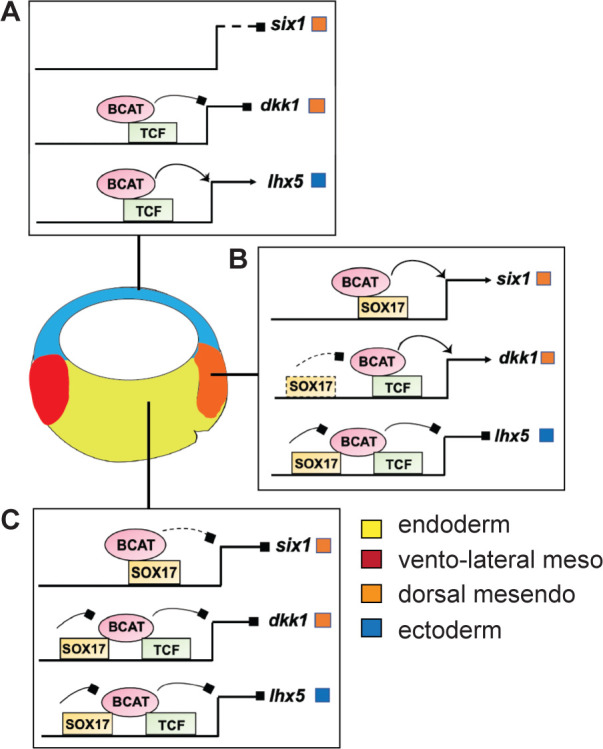
Model of Sox17 and Bcat coregulation spatial transcription. Differential engagement of Sox17, Bcat and Tcfs on enhancers in different cells modulates spatial expression domains. (**A**) In ectoderm cells lacking Sox17 (and Nodal signaling), ectoderm-specific gene *lhx5* is activated through a Bcat/Tcf dependent mechanism while *six1* and *dkk1* are not transcribed. (**B-C**) Sox17 is expressed throughout the endoderm and dorsal mesendoderm, while Bcat activity is the higher in dorsal mesendoderm than deep endoderm. (**B**) In the dorsal region, Sox17 and Bcat synergistically coactivate *six1* in the absence of Tcf, whereas Sox17 exerts a repressive influence on Bcat/Tcf-activation of *lhx5 and dkk1.* We postulate, however, that in the dorsal region Sox17*-*mediated repression is insufficient to overcome Bcat/Tcf activation of *dkk1*. (**C**) In deep endoderm cells where Bcat activity is lower, Sox17-mediated repression of Bcat/Tcf is sufficient to repress *dkk1* and lhx5 transcription, but Bcat activity is not high enough to activate *six1*.

## Discussion

### Overview of findings

Sox17 is a key regulator of vertebrate endoderm development and morphogenesis, yet surprisingly, the transcriptional program that it controls has been poorly characterized until now. Here, we defined the Sox17-regulated GRN in *Xenopus* gastrulae, which includes many conserved *SOX17* genomic targets in PSC-derived human definitive endoderm. We show that in addition to acting atop a transcriptional hierarchy promoting endoderm differentiation, Sox17 has previously unappreciated roles in endoderm patterning and germ layer segregation. We demonstrate that functional interactions with the canonical Wnt signaling pathway is a major feature of the Sox17-regulated GRN. Over a third of all Bcat and Sox17 genomic binding events in the gastrula occur at the same enhancers, where they coordinately regulate spatial gene expression in the embryo. Our data suggest that Sox17 and Bcat synergistically activate a subset of endodermal enhancers apparently independent of Tcfs, whereas at other enhancers Sox17-regulated Bcat-Tcf mediated transcriptional activation (either activating or inhibiting). Together these results provide novel insights into the establishment of the endoderm GRN and suggest a new paradigm where Sox17 acts as a tissue-specific modifier of Wnt-signaling responses.

### The Sox17-Bcat-regulated endodermal GRN

Our genomic study revealed an extensive overlap between Sox17- and Bcat-regulated genes. Together with previous work (Charney et al., 2017b; Zorn and Wells, 2009), this suggests that Sox17 and the other core endoderm TFs interact with Wnt and Nodal in a series of positive and negative feedback loops to control germ layer segregation and modulate spatial gene expression. Temporally mesendoderm development is initiated by maternal VegT and Bcat, which together initiate Nodal signaling. We showed that in addition to its known role in activating transcription of endoderm-inducing *nodal* ligands (Blythe et al., 2010; Hyde and Old, 2000), Bcat directly promotes the expression of many endodermal genes including most of the core endoderm TFs; *sox17, eomes, foxa, gata4/5, mix1* and *mixer*. Sox17 appears to function after initial Nodal signaling in the mid-gastrula stage by promoting expression of endoderm GRN components such as *foxa1* and *gata4,* whilst negatively regulating the expression of some *nodal* and *mix*/*bix* genes. Thus on one hand, Sox17 promotes endodermal fate, and on the other, it restrains excessive Nodal activity. There is precedence for Sox factors influencing *nodal* ligand transcription. Maternal Sox3, localized in the blastula ectoderm, directly binds the *nodal5/6* enhancers to repress Bcat-stimulated transcription, whereas vegetally localized maternal Sox7 enhances *nodal5/6* expression in the vegetal cells (Zhang and Klymkowsky, 2007). This suggests a potential of a dynamic handoff model where different Sox TFs might co-occupy the same enhancers with Bcat in different cells to activate or repress transcription in a context-dependent manner. In this model, we predict that in the early blastula Bcat-bound enhancers might be co-occupied by Sox3, Sox7 and/or Tcfs and it is not until the mid-gastrula that co-occupancy of Sox17 and Bcat would be observed.

Our data demonstrate that Sox17-Bcat interactions regulate spatial gene expression in the embryo (Figure 7). Sox17-Bcat interact at some enhancers like *six1* and *igf3* to promote endoderm transcription. In addition, Sox17 also has a key role in repressing alternative lineages in the vegetal cells, similar to the maternal TFs Foxh1, Vegt and Otx1 (Chiu et al., 2014; Paraiso et al., 2019). For example, Sox17 represses Bcat/Tcf-stimulated expression of the ectoderm specifying TF *lhx5* (Houston and Wylie, 2003). Sox17-Bcat interactions also impact spatial expression within the endoderm. Sox17 inhibits the Bcat-Tcf stimulation of the *dkk1* enhancer in the deep endoderm, but in the dorsal mesendoderm where Bcat activity is higher, Sox17 appears insufficient to suppress *dkk1*. The finding that *six1* and *dkk1* are under opposite regulation by Sox17 and Bcat despite having very similar expression patterns warrants future analysis of the temporal-spatial dynamics in Bcat, Tcf and Sox17 genomic occupancy in dorsal vs ventral cells over time.

### DNA binding specificity of SOX TFs

An important consideration is how Sox17 selects specific target enhancers. In DNA-binding experiments, all Sox TFs bind to variants of the DNA sequence 5’-(A/T)(A/T)CAA(A/T)3’, which is similar but distinct from Tcf DNA-binding sites 5’-T(A/T)(A/T)CAAG 3’ (Hou et al., 2017; She and Yang, 2015). SOX TFs can act either as monomers or heterodimers with different cell-type specific cofactors, which in turn impact their DNA-binding affinity and ability to activate or repress transcription (Bernard and Harley, 2010; Hou et al., 2017). For example, in PSCs, Oct4-Sox2 heterodimers promote pluripotency and bind to distinct sites than those bound by Oct4-Sox17 complexes that initiate mesendoderm development (Aksoy et al., 2013). It is, therefore, likely, that Sox17 and Bcat cooperate with other TFs to provide lineage specificity to Wnt-responsive transcription during germ layer segregation. Indeed, motif analysis and comparison to other ChIP-seq datasets revealed that Sox17-bound loci were also enriched for Tbx, Gata, Fox and homeodomain motifs suggesting that in addition to regulating each other’s expression, the core endoderm TFs act together in combinatorial manner, perhaps to establish endodermal super enhancers crucial for downstream lineage specification (Paraiso et al., 2019). Interestingly, enhancers that were negatively regulated by Sox17 were enriched for Tbx and Oct motifs whereas enhancers activated by Sox17 were enriched for homeodomain motifs. This suggests that Sox17 interactions with distinct lineage-specific TFs might modulate context-specific transcriptional responses. This is a particularly attractive hypothesis since as monomers Sox TFs bind DNA with low affinity and they are thought to gain DNA-binding specificity by interacting with other TFs (Hou et al., 2017). In the future, it will be important to identify and integrate the genomic targets of all the core endoderm-specifying TFs and examine how combinatorial enhancer binding is integrated into a unified endodermal GRN.

### Sox-Bcat-Tcf interactions on chromatin

Many Sox proteins, including Sox17, can bind to recombinant Bcat and Tcfs in vitro and modulate Wnt/Bcat-stimulated transcription of synthetic reporters assays with multimerized Tcf-sites (pTOPFlash) (Sinner et al., 2007; Zorn et al., 1999). While a number of models have been proposed to explain how Sox factors might impact Bcat activity, (Kormish et al., 2010; She and Yang, 2015; Tan et al., 2019), in most cases the in vivo biological relevance of these interactions was unclear. Although the resolution of ChIP-reChIP assays only allow us to demonstrate that Sox17 and Bcat bind chromatin within 150 bp of each other, taken together with published in vitro data, our results suggest that Sox-Bcat or Sox-Bcat-Tcf transcriptional complexes can be assembled on enhancers in vivo.

At enhancers like *six1, igf3* and +7 kb *osr1,* where Sox17 and Bcat synergistically stimulate transcription, we postulate that Sox17 and Bcat recruit Ep300/Cbp to chromatin, analogous to Tcf-Bcat in canonical Wnt-signaling. Consistent with this, structure-function studies have found that a conserved 10 amino-acid domain (VDXXEFEQYL) in the Sox17 C-terminus is required for both Bcat-binding and transcriptional transactivation (Sinner et al., 2004). On the other hand, most Bcat and Sox17 co-occupied enhancers contain multiple Sox and Tcf sites clustered within 50 bp, suggesting that Sox17 and Tcf, together with Bcat and scaffolding proteins like Bcl9, (Gammons and Bienz, 2018; Masuda and Ishitani, 2017) might assemble higher-order multiprotein complexes facilitating Wnt-mediated transcription. Both Soxs and Tcfs are HMG-domain containing TFs, capable of binding to the minor groove of DNA and inducing DNA bending. This could further indicate that they are brought into close spatial proximity to establish the assembly of functional enhanceosomes, despite the distance between their binding sites on linear DNA (Bernard and Harley, 2010; Hou et al., 2017).

The possibility of Sox-Bcat-Tcf ternary complexes raises the question of competitive vs cooperative DNA binding that, in turn, could influence transcriptional repression versus activation. For example, Sox17 might stabilize the formation of Bcat-Tcf-Ep300 complexes or destabilize the binding of co-repressors such as Tle and Hdac to promote transcription (e.g. *osr1*). To negatively regulate Bcat-Tcf activity (e.g.* dkk1*) Sox17 might destabilize Bcat-Tcf-Ep300-DNA or stabilize Tcf-Tle complexes. This idea is supported by work in mouse cortical neuron progenitors where Sox2 binds within 4–10 bp of Tcf/Lef sites and recruits Tle/Gro corepressors to repress Tcf/Bcatmediated *Ccnd1* expression (Hagey and Muhr, 2014). Future biochemical studies will need to determine if and how Sox-Bcat-Tcf complexes assemble on DNA.

### Broader implications

Although a growing number of non-Tcf Bcat-binding TFs have been reported, (Gammons and Bienz, 2018; Notani et al., 2010; Trompouki et al., 2011), how these impact the genomic specificity of Wnt-responsive transcription has not been well characterized and the idea of Tcf-independent Wnt transcription remains controversial (Doumpas et al., 2019; Schuijers et al., 2014). Our data suggest that in the gastrula endoderm, Sox17 might influence Bcat recruitment to chromatin to control cell-type-specific Wnt-responsive transcription, and that in some cases, this occurs independent of Tcfs. Given that there are 20 Sox TFs encoded in the vertebrate genome with most cell types expressing at least one, it is possible that Sox factors are widespread and previously unappreciated accessory effectors of Bcat that finetune Wnt-regulated transcription across many biological contexts.

## Materials and methods

### *Xenopus* embryo manipulations

*Xenopus laevis* and *Xenopus tropicalis* were purchased from Nasco or the *National Xenopus Resource* (RRID:SCR_013731) and experiments were performed according to CCHMC IACUC approved protocols. Embryos were staged according to Nieuwkoop and Faber, 1967. Microinjection and embryo culture were performed as previously described (Stevens et al., 2017). Antisense morpholino oligos (MO; GeneTools, LLC) were as follows:

Standard control MO: 5’CCTCTTACCTCAGTTACAATTTATA-3’;
*Xenopus tropicalis* ß-*catenin* MO: 5’ TTTCAACAGTTTCCAAAGAACCAGG 3’;
*Xenopus tropicalis* sox17a MO: 5’-AGCCACCATCAGGGCTGCTCATGGT-3’
*Xenopus tropicalis* sox17b.1/2 MO: 5’-AGCCACCATCTGGGCTGCTCATGGT-3’
*Xenopus laevis* ß*-catenin* MO: 5’TTTCAACCGTTTCCAAAGAACCAGG-3’ (Heasman et al., 2000);
*Xenopus laevis* sox17a MO: 5’-ATGATGAGGAGGGTTGGACAGGAGA-3’ (Clements et al., 2003);
*Xenopus laevis* sox17b1/2 MO: 5’-TGATTCGGAGTGCTGTGGTGATTAG-3’ (Clements et al., 2003);

Total amounts of MO injected into *X. tropicalis* embryos were as follows: 2 ng Bcat MO, 8 ng sox17 MO (4 ng each a+b1/2 MO), 8 ng standard control MO.

Synthetic mRNA for injections was generated using the Message Machine SP6 transcription kit (Thermo Fisher AM1340) using the following plasmids: pCS2+ human B-catenin S37A caBCAT (Zorn et al., 1999); pcDNA6-V5-mouse Sox17 (mSox17) and pcDNA6-V5-Sox17 M76A (Sinner et al., 2007); pCS2+ Tcf7l1:VP16 (formerly XTcf3:VP16) (Darken and Wilson, 2001).

### In situ hybridization

In situ hybridization of *Xenopus tropicalis* embryos was performed as described (Sive, 2000) with the following minor modifications. After overnight fixation at 4°C in MEMFA, embryos were washed (2 × 10 min) in MEMFA buffer without the formaldehyde and stored in 100% ethanol at −20°C. Embryos were serially rehydrated to PBS+0.01% Tween-20 and bisected through the dorsal-ventral axis in on 2% agarose-coated dishes using a fine razor blade (Electron Microscopy Services 72003–01), followed by Proteinase K (ThermoFisher AM2548) treatment at 1 µg/mL for 10 min. TEA/acetic anhydride steps were skipped on day 1. The RNAse A step was 0.25 µg/mL for 5 min on day 2; and finally the anti-DIG-alkaline phosphatase antibody (Sigma 11093274910) was used at a 1:6000 dilution in MAB buffer + 20% heat-inactivated lamb serum + 2% blocking reagent (Sigma 11096176001) on day2/3. Anti-sense DIG labeled in situ probes were generated using linearized cDNA templates with the 10X DIG RNA labeling mix (Sigma 11277073910) according to manufacturer’s instructions. Details on plasmids used for probe synthesis are listed in Supplementary file 7.

### Antibodies and immunostaining

Affinity purified anti-*Xenopus* Sox17 rabbit polyclonal antibodies were generated by Bethyl labs to the Sox17a/b N-terminal, Sox17b C-terminal and Sox17a C-terminal with the peptides illustrated in Figure 2—figure supplement 1. Antibodies were validated by immunostaining, western blot, immunoprecipitation and ChIP. Immunoreactivity was not detected in Sox17-deficient tissue and specifically competed by addition of the target peptide to reactions. In preliminary ChIP-qPCR experiments, the pan-Sox17 and Sox17bC-terminal antibodies bound to the same loci, but the Sox17bC-terminal was more efficient and was used for ChIP-seq.

For *Xenopus* immunofluorescence, embryos were fixed in ice-cold 100 mM NaCl, 100 mM HEPES (pH7.5), 3.7% methanol-free paraformaldehyde for 1.5 hr at 4°C and then dehydrated directly into ice-cold Dent’s post-fixative (80%Methanol/20% DMSO) and stored at −20°C. Embryos were serially rehydrated on ice into PBS+0.1% TritonX-100 (PBSTr) and bisected through the dorsal-ventral axis with a fine razor blade. Embryo halves were subjected to antigen retrieval in 1x R-Universal epitope recovery buffer (Electron Microscopy Services #62719–10) for 30 min at 55–60°C, washed 2 × 10 min in PBSTr, blocked for 2 hr in PBSTr + 10% normal donkey serum (Jackson Immunoresearch 017-000-001) + 0.2% DMSO at room temperature, and then incubated overnight at 4°C in this blocking solution + the following primary antibodies: chicken anti-GFP (Aves GPF-1020; diluted 1:1000), rabbit anti-Sox17a/b N-terminal (1:350), rabbit anti-B-catenin (Santa Cruz Biotechnology sc-7199; 1:500). After extensive washing in PBSTr, samples were incubated overnight at 4°C in PBSTr + secondary antibodies: donkey antiChicken 488, donkey anti-rabbit Cy3 (Jackson ImmunoResearch # 703-546-155, #711-166-152, both used at 1:1000 dilution).TO-PRO3 nuclear stain (ThermoFisher #T3605) was included in one 30 min PBSTr wash after secondary antibody incubation. Samples were extensively washed in PBSTr, dehydrated into 100% methanol, cleared and imaged in Murray’s Clear (two parts benzyl benzoate, one part benzyl alcohol).

### Luciferase assays

Putative enhancers (wildtype as well as Sox and Tcf DNA-binding site mutants) were synthesized (supplementary sequence file S1) and cloned into the pGL4.23 *luc2*/miniP vector. (Promega E8411). *Xenopus laevis* embryos were used for luciferase assays because of the larger size embryos and slower developmental rate. Enhancer activity was assayed by co-injecting embryos with 5 pg of pRL-TKrenilla luciferase vector (Promega E2241), 50 pg of the pGL4.23 *luc2*/miniPenhancer:luciferase and combinations of the following MOS or mRNAs: ca-Bcat; 5 pg, mSox17; 25 pg, mSox17 M76A; 25 pg, Tcf3-VP16; 10 pg, *Xl sox17a+b1/2* MO; 10 ng each, *Xl bcat* MO; 10 ng. For each condition three tubes of 5 NF10.5 embryos were collected. Embryos were lysed in 100 µL of 100 mM TRIS-Cl pH7.5, centrifuged for 10 min at ~13,000 x *g* and then 25 µL of the clear supernatant lysate was used separately in Firefly (Biotium #30085–1) and Renilla (Biotium 300821) luciferase assays according to the manufacturer’s instructions. The average relative Luciferase activity was normalized Renilla levels for each sample and statistical significance was determined by pairwise Student T-test. Each luciferase experiment was repeated two to four times with similar results and a representative is shown.

### RNA-sequencing

#### RNA isolation and library preparation

Approximately 200 *X. tropicalis* embryos were injected with 8 ng of either control-MO or Sox17-MO, or 2 ng of control-MO and Bcat-MO and 10 sibling embryos were collected at every time point from blastula to late gastrula in biological duplicate. Total RNA was extracted with the Nucleo-spin RNA kit (Machery-Nagel). RNA-seq libraries were generated using Smart-seq2 cDNA synthesis followed by tagmentation, quality-tested using an Agilent Bioanalyzer 2100, quantified using KAPA qPCR and sequenced using Illumina sequencers at the UC Irvine Genomics High Throughput Facility.

#### RNA-Seq analysis

Raw reads were quality checked using FastQC and adapters/low-quality reads were removed with Trimmomatic (Bolger et al., 2014). Reads were mapped to the *Xenopus tropicalis* genome version 9.0 (Hellsten et al., 2010) with bowtie2, quantified using RSEM (Li and Dewey, 2011) and reported in transcripts per million (TPM). *X. tropicalis* v9.0 gene name annotations were obtained from www.Xenbase.org; RRID:SCR_003280 (Karimi et al., 2018). To visualize the data, aligned bam files generated as above were converted to bigwig format using deeptools v3.4.1 and visualized on IGV v2.4.1.3 (Thorvaldsdóttir et al., 2013). Differentially expressed genes (>2 fold change and FDR < 5%) were identified by a pairwise comparison between control-MO versus Sox17-MO and control-MO versus Bcat-MO sibling embryos at each stage using RUVSeq (R package) (Risso et al., 2014). Gene ontology enrichment analysis was performed using the Gene Ontology Consortium Online Resource (http://geneontology.org) and default parameters.

To assess the spatial expression of transcripts, we examined the RNA-seq TPM expression values of dissected stage 10.5 embryo published in GEO GSE81458 (Blitz et al., 2017). Enriched expression in a specific tissue was defined as the normalized expression being >1.5 x of the mean expression across dissected tissues. Statistical significance of enriched expression pattern in groups of genes was determined by chi-square test performed in R package MASS.

### Chromatin immunoprecipitation

#### ChIP-Seq

Large-scale Sox17 ChIP was carried out as previously described (Charney et al., 2017a) using 2000 NF10.5 *X. tropicalis* embryos and 30 µg rabbit anti-Sox17b-Cterminal antibody. ChIP-seq libraries were generated using Nextflex ChIP-seq kit (Bio Scientific), analyzed using an Agilent Bioanalyzer 2100, quantified using KAPA qPCR and sequenced using Illumina instruments at the UC Irvine Genomics High Throughput Facility.

#### ChIP-qPCR

was carried out largely as described in Charney et al., 2017a; Hontelez et al., 2015 with minor modifications. Briefly, 50–200 NF 10.5 *Xenopus tropicalis* embryos were fixed in 1% formaldehyde in 0.1x MBS at room temperature for 30 min. Sonication was carried out in a Diagenode Bioruptor Pico for 30 cycles of 30 s ON, 30 s OFF. Chromatin extracts were incubated with 10 µg rabbit anti-Sox17-Cterminal antibody (affinity purified by Bethyl labs, Figure 2—figure supplement 1) or 2.5 µg rabbit anti-β-catenin (Life Technologies, 712700) overnight at 4°C. After washes and elution, DNA was then purified using a MinElute PCR Purification kit and QIAQuick purification columns and eluted in 20 µl TE.

#### ChIP-reChIP

Before the first ChIP, the anti-β-catenin antibody was crosslinked to Protein G Dynabeads. ChIP assay was then carried out on extracts from 500 embryos as described above. At the end of the first ChIP, DNA was eluted with elution buffer supplemented with 10 mM DTT. The eluate was then diluted in 10 volumes of wash buffer (50 mM Tris-HCl pH 8.0, 100 mM NaCl, 2 mM EDTA, 1% NP-40) supplemented with 1x Protease Inhibitor Cocktail and 1 mM DTT. The 2^nd^ ChIP was then carried out as described above.

#### ChIP-Seq analysis

Raw reads were assessed by FastQC and trimmed with Trimmomatic and aligned to *Xenopus tropicalis* genome (Hellsten et al., 2010) version 9.0 using bowtie2 v2.3.4.7 (Langmead and Salzberg, 2012). Duplicate and multi-mapped reads were removed by Picard (http://broadinstitute.github.io/picard/) and samtools (Li et al., 2009). Peaks were called with MACS2 (Zhang et al., 2008) against NF10.5 input DNA with default options. HOMER v4.1.0 (Heinz et al., 2010) was used to annotate ChIP-seq peaks (intron, intergenic, exon and promoter) and to associate peaks with genes using the nearest TSS function. To identify statistically significant ChIP-seq peaks, we performed Irreproducible discovery rate (IDR) analysis per ENCODE Best Practices guidelines (Landt et al., 2012) on pseudoreplicate from pooled Sox17 ChIP-seq biological replicates and pseudoreplicate of the single Bcat ChIP-seq dataset from GEO GSE72657 (Nakamura et al., 2016) with an IDR threshold of 0.01. To visualize the data, aligned bam files generated as above were converted to bigwig format using deeptools v3.4.1 and visualized on IGV v2.4.1.3 (Thorvaldsdóttir et al., 2013). Significance of intersected ChIP-seq and RNA-seq datasets was assessed using hyper geometric test (HGT).

#### Motif analysis

De-novo motif analysis was performed with HOMER v4.1.0 (Heinz et al., 2010). For a comprehensive Sox and Tcf motif analysis, we divided our datasets into three groups: (a) Peaks bound and regulated by Sox17 only, (b) Peaks bound and regulated by Bcat Only and (c) Peaks that were cobound and coregulated by Sox17 and Bcat. DNA sequences of 150 bp centered on the peaks summits were extracted and motif analysis was carried out as follows: (1) To find which peaks have instances of Sox17 and Tcf motifs, HOMER function annotatePeaks.pl was used with the parameters: -size 150 m motif sox17.motif tcf7.motif lef1.motif tcf3.motif tcf7l2.motif. (2) To perform a more exhaustive motif search the enhancers were also scanned with a library of position weight matrices (PWMs) containing all experimentally defined Sox17, Tcf7, Tcf7l1 and Lef1 motifs > 70% threshold from the CIS-BP database (Lambert et al., 2019). The HOMER and CIS-BP results were merged to generate BED files and Bedtools v2.27.1 (Quinlan and Hall, 2010) intersect function was then used to extract coordinates of ‘Sox only’ ‘Tcf only’ and ‘Sox and Tcf overlapping’ categories. Fisher’s exact tests were used to determine the statistical significance of Sox17 or Tcf motif frequency in each set of peaks compared to random background DNA generated by randomly scrambling each wild-type test sequence (maintaining dinucleotide composition) ten times to generate randomly shuffled sequences that had the same GC content.

#### Peak density heatmaps

From the Sox17 and Bcat peaks called by MACS2, Bedtools intersect function was used to stratify the peaks into ‘Sox bound only’, ‘Bcat bound only’ and ‘Sox and Bcat overlapping peaks’. For each category of peaks, the peak summit was extracted from the TF summit file generated by MACS2 and 2000 bp were added to both sides of the summit using awk. Bedtools computematrix was used to generate per genome regions. The generated matrix was then used with bedtools plotHeatmap to generate heatmaps and signal density plots.

### Analysis of public datasets

The following datasets were downloaded from GEO: Embryo dissection RNA-seq; GSE81458 (Blitz et al., 2017), embryonic stage series RNA-seq; GSE65785; (Owens et al., 2016), Bcat ChIP-seq; GSE72657 (Nakamura et al., 2016), RNA pol II and Foxa ChIP-seq; GSE85273 (Charney et al., 2017a), H3K27Ac ChIP-seq; GSE56000 (Gupta et al., 2014), H3K4me1 and Ep300 ChIP-seq; GSE67974 (Hontelez et al., 2015), Smad1, Smad2, Sox3 and VegT ChIP-seq; GSE113186 (Gentsch et al., 2019). Raw data was downloaded from GEO and aligned to the *Xenopus tropicalis* genome version 9.0, and processed to generate bigwig files and heatmaps as described above.

## Data Availability

The RNA-seq and ChIP-seq data generated by this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession GSE148726. The following dataset was generated: ParaisoKDZornAMMukherjeeS2020Sox17 and β-catenin co-occupy Wnt-responsive enhancers to govern the endodermal gene regulatory networkNCBI Gene Expression OmnibusGSE14872610.7554/eLife.58029PMC749826232894225 The following previously published datasets were used: BlitzILParaisoKD2016Regional expression of X. tropicalis transcription factors in early gastrula embryosNCBI Gene Expression OmnibusGSE8145810.1016/j.ydbio.2016.07.002PMC559631627475627 OwensNDBlitzILLaneMAPatrushevIOvertonJDGilchristMJChoKWKhokhaMK2016Measuring Absolute RNA Copy Numbers at High Temporal Resolution Reveals Transcriptome Kinetics in DevelopmentNCBI Gene Expression OmnibusGSE6578510.1016/j.celrep.2015.12.050PMC473187926774488 NakamuraYAlvesEHopplerS2016Tissue- and stage-specific cellular context regulates Wnt target gene expression subsequent to β-catenin recruitmentNCBI Gene Expression OmnibusGSE7265710.1242/dev.131664PMC492015927068107 CharneyRMChoKW2017Foxh1 marks the embryonic genome prior to the activation of the mesendoderm gene regulatory programNCBI Gene Expression OmnibusGSE85273 GuptaRBakerJC2014Enhancer chromatin signatures predict Smad2/3 binding in XenopusNCBI Gene Expression OmnibusGSE56000 HontelezSVeenstraGC2015Embryonic transcription is controlled by maternally defined chromatin stateNCBI Gene Expression OmnibusGSE6797410.1038/ncomms10148PMC470383726679111 GentschGESmithJC2019Maternal pluripotency factors initiate extensive chromatin remodelling to predefine first response to inductive signalsNCBI Gene Expression OmnibusGSE11318610.1038/s41467-019-12263-wPMC675311131537794 MeissnerA2015Transcription factor binding dynamics during human ES cell differentiationNCBI Gene Expression OmnibusGSE6147510.1038/nature14233PMC449933125693565

## References

[bib1] Ahmed N, Howard L, Woodland HR (2004). Early endodermal expression of the *Xenopus* endodermin gene is driven by regulatory sequences containing essential sox protein-binding elements. Differentiation.

[bib2] Aksoy I, Jauch R, Chen J, Dyla M, Divakar U, Bogu GK, Teo R, Leng Ng CK, Herath W, Lili S, Hutchins AP, Robson P, Kolatkar PR, Stanton LW (2013). Oct4 switches partnering from Sox2 to Sox17 to reinterpret the enhancer code and specify endoderm. The EMBO Journal.

[bib3] Arnold SJ, Hofmann UK, Bikoff EK, Robertson EJ (2008). Pivotal roles for eomesodermin during axis formation, epithelium-to-mesenchyme transition and endoderm specification in the mouse. Development.

[bib4] Badis G, Berger MF, Philippakis AA, Talukder S, Gehrke AR, Jaeger SA, Chan ET, Metzler G, Vedenko A, Chen X, Kuznetsov H, Wang CF, Coburn D, Newburger DE, Morris Q, Hughes TR, Bulyk ML (2009). Diversity and complexity in DNA recognition by transcription factors. Science.

[bib5] Bernard P, Harley VR (2010). Acquisition of SOX transcription factor specificity through protein-protein interaction, modulation of wnt signalling and post-translational modification. The International Journal of Biochemistry & Cell Biology.

[bib6] Blitz IL, Paraiso KD, Patrushev I, Chiu WTY, Cho KWY, Gilchrist MJ (2017). A catalog of xenopus tropicalis transcription factors and their regional expression in the early gastrula stage embryo. Developmental Biology.

[bib7] Blythe SA, Cha SW, Tadjuidje E, Heasman J, Klein PS (2010). beta-Catenin primes organizer gene expression by recruiting a histone H3 arginine 8 methyltransferase, Prmt2. Developmental Cell.

[bib8] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for illumina sequence data. Bioinformatics.

[bib9] Cadigan KM, Waterman ML (2012). TCF/LEFs and wnt signaling in the nucleus. Cold Spring Harbor Perspectives in Biology.

[bib10] Charney RM, Forouzmand E, Cho JS, Cheung J, Paraiso KD, Yasuoka Y, Takahashi S, Taira M, Blitz IL, Xie X, Cho KWY (2017a). Foxh1 occupies Cis -Regulatory modules prior to dynamic transcription factor interactions controlling the mesendoderm gene program. Developmental Cell.

[bib11] Charney RM, Paraiso KD, Blitz IL, Cho KWY (2017b). A gene regulatory program controlling early xenopus mesendoderm formation: network conservation and motifs. Seminars in Cell & Developmental Biology.

[bib12] Chiu WT, Charney Le R, Blitz IL, Fish MB, Li Y, Biesinger J, Xie X, Cho KW (2014). Genome-wide view of TGFβ/Foxh1 regulation of the early mesendoderm program. Development.

[bib13] Clements D, Cameleyre I, Woodland HR (2003). Redundant early and overlapping larval roles of Xsox17 subgroup genes in xenopus endoderm development. Mechanisms of Development.

[bib14] D'Souza A, Lee M, Taverner N, Mason J, Carruthers S, Smith JC, Amaya E, Papalopulu N, Zorn AM (2003). Molecular components of the endoderm specification pathway in xenopus tropicalis. Developmental Dynamics.

[bib15] Darken RS, Wilson PA (2001). Axis induction by wnt signaling: target promoter responsiveness regulates competence. Developmental Biology.

[bib16] Ding Y, Ploper D, Sosa EA, Colozza G, Moriyama Y, Benitez MD, Zhang K, Merkurjev D, De Robertis EM (2017). Spemann organizer Transcriptome induction by early beta-catenin, wnt, Nodal, and siamois signals in *Xenopus laevis*. PNAS.

[bib17] Doumpas N, Lampart F, Robinson MD, Lentini A, Nestor CE, Cantù C, Basler K (2019). TCF/LEF dependent and independent transcriptional regulation of wnt/β-catenin target genes. The EMBO Journal.

[bib18] Engert S, Burtscher I, Liao WP, Dulev S, Schotta G, Lickert H (2013). Wnt/β-catenin signalling regulates Sox17 expression and is essential for organizer and endoderm formation in the mouse. Development.

[bib19] Gammons M, Bienz M (2018). Multiprotein complexes governing wnt signal transduction. Current Opinion in Cell Biology.

[bib20] Gentsch GE, Spruce T, Owens NDL, Smith JC (2019). Maternal pluripotency factors initiate extensive chromatin remodelling to predefine first response to inductive signals. Nature Communications.

[bib21] Gupta R, Wills A, Ucar D, Baker J (2014). Developmental enhancers are marked independently of zygotic nodal signals in xenopus. Developmental Biology.

[bib22] Hagey DW, Muhr J (2014). Sox2 acts in a dose-dependent fashion to regulate proliferation of cortical progenitors. Cell Reports.

[bib23] Heasman J, Kofron M, Wylie C (2000). Beta-catenin signaling activity dissected in the early xenopus embryo: a novel antisense approach. Developmental Biology.

[bib24] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Molecular Cell.

[bib25] Heinz S, Romanoski CE, Benner C, Glass CK (2015). The selection and function of cell type-specific enhancers. Nature Reviews Molecular Cell Biology.

[bib26] Hellsten U, Harland RM, Gilchrist MJ, Hendrix D, Jurka J, Kapitonov V, Ovcharenko I, Putnam NH, Shu S, Taher L, Blitz IL, Blumberg B, Dichmann DS, Dubchak I, Amaya E, Detter JC, Fletcher R, Gerhard DS, Goodstein D, Graves T, Grigoriev IV, Grimwood J, Kawashima T, Lindquist E, Lucas SM, Mead PE, Mitros T, Ogino H, Ohta Y, Poliakov AV, Pollet N, Robert J, Salamov A, Sater AK, Schmutz J, Terry A, Vize PD, Warren WC, Wells D, Wills A, Wilson RK, Zimmerman LB, Zorn AM, Grainger R, Grammer T, Khokha MK, Richardson PM, Rokhsar DS (2010). The genome of the western clawed frog xenopus tropicalis. Science.

[bib27] Hontelez S, van Kruijsbergen I, Georgiou G, van Heeringen SJ, Bogdanovic O, Lister R, Veenstra GJC (2015). Embryonic transcription is controlled by maternally defined chromatin state. Nature Communications.

[bib28] Hou L, Srivastava Y, Jauch R (2017). Molecular basis for the genome engagement by sox proteins. Seminars in Cell & Developmental Biology.

[bib29] Houston DW, Wylie C (2003). The xenopus LIM-homeodomain protein Xlim5 regulates the differential adhesion properties of early ectoderm cells. Development.

[bib30] Howard L, Rex M, Clements D, Woodland HR (2007). Regulation of the xenopus Xsox17alpha(1) promoter by co-operating VegT and Sox17 sites. Developmental Biology.

[bib31] Hudson C, Clements D, Friday RV, Stott D, Woodland HR (1997). Xsox17alpha and -beta mediate endoderm formation in xenopus. Cell.

[bib32] Hyde CE, Old RW (2000). Regulation of the early expression of the xenopus nodalrelated 1 gene, Xnr1. Development.

[bib33] Itasaki N, Hoppler S (2010). Crosstalk between wnt and bone morphogenic protein signaling: a turbulent relationship. Developmental Dynamics.

[bib34] Kanai-Azuma M, Kanai Y, Gad JM, Tajima Y, Taya C, Kurohmaru M, Sanai Y, Yonekawa H, Yazaki K, Tam PP, Hayashi Y (2002). Depletion of definitive gut endoderm in Sox17-null mutant mice. Development.

[bib35] Karimi K, Fortriede JD, Lotay VS, Burns KA, Wang DZ, Fisher ME, Pells TJ, James-Zorn C, Wang Y, Ponferrada VG, Chu S, Chaturvedi P, Zorn AM, Vize PD (2018). Xenbase: a genomic, epigenomic and transcriptomic model organism database. Nucleic Acids Research.

[bib36] Kjolby RAS, Harland RM (2017). Genome-wide identification of wnt/β-catenin transcriptional targets during xenopus gastrulation. Developmental Biology.

[bib37] Kormish JD, Sinner D, Zorn AM (2010). Interactions between SOX factors and wnt/beta-catenin signaling in development and disease. Developmental Dyn.

[bib38] Lambert SA, Yang AWH, Sasse A, Cowley G, Albu M, Caddick MX, Morris QD, Weirauch MT, Hughes TR (2019). Similarity regression predicts evolution of transcription factor sequence specificity. Nature Genetics.

[bib39] Landt SG, Marinov GK, Kundaje A, Kheradpour P, Pauli F, Batzoglou S, Bernstein BE, Bickel P, Brown JB, Cayting P, Chen Y, DeSalvo G, Epstein C, Fisher-Aylor KI, Euskirchen G, Gerstein M, Gertz J, Hartemink AJ, Hoffman MM, Iyer VR, Jung YL, Karmakar S, Kellis M, Kharchenko PV, Li Q, Liu T, Liu XS, Ma L, Milosavljevic A, Myers RM, Park PJ, Pazin MJ, Perry MD, Raha D, Reddy TE, Rozowsky J, Shoresh N, Sidow A, Slattery M, Stamatoyannopoulos JA, Tolstorukov MY, White KP, Xi S, Farnham PJ, Lieb JD, Wold BJ, Snyder M (2012). ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Research.

[bib40] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nature Methods.

[bib41] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup (2009). The sequence alignment/Map format and SAMtools. Bioinformatics.

[bib42] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[bib43] Masuda T, Ishitani T (2017). Context-dependent regulation of the β-catenin transcriptional complex supports diverse functions of wnt/β-catenin signaling. Journal of Biochemistry.

[bib44] Nakamura Y, de Paiva Alves E, Veenstra GJ, Hoppler S (2016). Tissue- and stage-specific wnt target gene expression is controlled subsequent to β-catenin recruitment to cis-regulatory modules. Development.

[bib45] Nieuwkoop PD, Faber J (1967). Normal Table of Xenopus Laevis (Daudin): A Systematical and Chronological Survey of the Development From the Fertilized Egg to the End of Metamorphosis.

[bib46] Niida A, Hiroko T, Kasai M, Furukawa Y, Nakamura Y, Suzuki Y, Sugano S, Akiyama T (2004). DKK1, a negative regulator of wnt signaling, is a target of the beta-catenin/TCF pathway. Oncogene.

[bib47] Notani D, Gottimukkala KP, Jayani RS, Limaye AS, Damle MV, Mehta S, Purbey PK, Joseph J, Galande S (2010). Global regulator SATB1 recruits beta-catenin and regulates T(H)2 differentiation in Wnt-dependent manner. PLOS Biology.

[bib48] Owens NDL, Blitz IL, Lane MA, Patrushev I, Overton JD, Gilchrist MJ, Cho KWY, Khokha MK (2016). Measuring absolute RNA copy numbers at high temporal resolution reveals transcriptome kinetics in development. Cell Reports.

[bib49] Paraiso KD, Blitz IL, Coley M, Cheung J, Sudou N, Taira M, Cho KWY (2019). Endodermal maternal transcription factors establish Super-Enhancers during zygotic genome activation. Cell Reports.

[bib50] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[bib51] Ramakrishnan AB, Cadigan KM (2017). Wnt target genes and where to find them. F1000Research.

[bib52] Risso D, Ngai J, Speed TP, Dudoit S (2014). Normalization of RNA-seq data using factor analysis of control genes or samples. Nature Biotechnology.

[bib53] Sato S, Ikeda K, Shioi G, Nakao K, Yajima H, Kawakami K (2012). Regulation of Six1 expression by evolutionarily conserved enhancers in tetrapods. Developmental Biology.

[bib54] Schuijers J, Mokry M, Hatzis P, Cuppen E, Clevers H (2014). Wnt-induced transcriptional activation is exclusively mediated by TCF/LEF. The EMBO Journal.

[bib55] She ZY, Yang WX (2015). SOX family transcription factors involved in diverse cellular events during development. European Journal of Cell Biology.

[bib56] Sinner D, Rankin S, Lee M, Zorn AM (2004). Sox17 and beta-catenin cooperate to regulate the transcription of endodermal genes. Development.

[bib57] Sinner D, Kirilenko P, Rankin S, Wei E, Howard L, Kofron M, Heasman J, Woodland HR, Zorn AM (2006). Global analysis of the transcriptional network controlling xenopus endoderm formation. Development.

[bib58] Sinner D, Kordich JJ, Spence JR, Opoka R, Rankin S, Lin SC, Jonatan D, Zorn AM, Wells JM (2007). Sox17 and Sox4 differentially regulate beta-catenin/T-cell factor activity and proliferation of Colon carcinoma cells. Molecular and Cellular Biology.

[bib59] Sive HL (2000). Early Development of Xenopus Laevis: A Laboratory Manual.

[bib60] Stevens ML, Chaturvedi P, Rankin SA, Macdonald M, Jagannathan S, Yukawa M, Barski A, Zorn AM (2017). Genomic integration of wnt/β-catenin and BMP/Smad1 signaling coordinates foregut and hindgut transcriptional programs. Development.

[bib61] Sumi T, Tsuneyoshi N, Nakatsuji N, Suemori H (2008). Defining early lineage specification of human embryonic stem cells by the orchestrated balance of canonical wnt/beta-catenin, activin/Nodal and BMP signaling. Development.

[bib62] Tan DS, Holzner M, Weng M, Srivastava Y, Jauch R (2019). SOX17 in cellular reprogramming and Cancer. Seminars in Cancer Biology.

[bib63] Thorvaldsdóttir H, Robinson JT, Mesirov JP (2013). Integrative genomics viewer (IGV): high-performance genomics data visualization and exploration. Briefings in Bioinformatics.

[bib64] Tran HT, Sekkali B, Van Imschoot G, Janssens S, Vleminckx K (2010). Wnt/beta-catenin signaling is involved in the induction and maintenance of primitive hematopoiesis in the vertebrate embryo. PNAS.

[bib65] Trompouki E, Bowman TV, Lawton LN, Fan ZP, Wu DC, DiBiase A, Martin CS, Cech JN, Sessa AK, Leblanc JL, Li P, Durand EM, Mosimann C, Heffner GC, Daley GQ, Paulson RF, Young RA, Zon LI (2011). Lineage regulators direct BMP and wnt pathways to cell-specific programs during differentiation and regeneration. Cell.

[bib66] Tsankov AM, Gu H, Akopian V, Ziller MJ, Donaghey J, Amit I, Gnirke A, Meissner A (2015). Transcription factor binding dynamics during human ES cell differentiation. Nature.

[bib67] Viotti M, Nowotschin S, Hadjantonakis A-K (2014). SOX17 links gut endoderm morphogenesis and germ layer segregation. Nature Cell Biology.

[bib68] von Bubnoff A, Peiffer DA, Blitz IL, Hayata T, Ogata S, Zeng Q, Trunnell M, Cho KW (2005). Phylogenetic footprinting and genome scanning identify vertebrate BMP response elements and new target genes. Developmental Biology.

[bib69] Xanthos JB, Kofron M, Tao Q, Schaible K, Wylie C, Heasman J (2002). The roles of three signaling pathways in the formation and function of the spemann organizer. Development.

[bib70] Yagi Y, Ito Y, Kuhara S, Tashiro K (2008). Cephalic hedgehog expression is regulated directly by Sox17 in endoderm development of xenopus laevis. Cytotechnology.

[bib71] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biology.

[bib72] Zhang C, Klymkowsky MW (2007). The sox Axis, nodal signaling, and germ layer specification. Differentiation.

[bib73] Zorn AM, Barish GD, Williams BO, Lavender P, Klymkowsky MW, Varmus HE (1999). Regulation of wnt signaling by sox proteins: xsox17 alpha/beta and XSox3 physically interact with beta-catenin. Molecular Cell.

[bib74] Zorn AM, Wells JM (2009). Vertebrate endoderm development and organ formation. Annual Review of Cell and Developmental Biology.

# Supplementary material for: Sox17 and β-catenin co-occupy Wnt-responsive enhancers to govern the endoderm gene regulatory network
**Source:** eLife. 2020 Sep 7;9:e58029. doi: 10.7554/eLife.58029
**Supplement:** Supplementary file 6. — Sequence of wild-type and Sox/Tcf mutated enhancers used for luciferase assays.

**Yellow – Sox17**

**Red– Tcf**

1. **-*1kb WT* *six1* enhancer: Chr08:82158915-82159487**

>wt_six1_TSS

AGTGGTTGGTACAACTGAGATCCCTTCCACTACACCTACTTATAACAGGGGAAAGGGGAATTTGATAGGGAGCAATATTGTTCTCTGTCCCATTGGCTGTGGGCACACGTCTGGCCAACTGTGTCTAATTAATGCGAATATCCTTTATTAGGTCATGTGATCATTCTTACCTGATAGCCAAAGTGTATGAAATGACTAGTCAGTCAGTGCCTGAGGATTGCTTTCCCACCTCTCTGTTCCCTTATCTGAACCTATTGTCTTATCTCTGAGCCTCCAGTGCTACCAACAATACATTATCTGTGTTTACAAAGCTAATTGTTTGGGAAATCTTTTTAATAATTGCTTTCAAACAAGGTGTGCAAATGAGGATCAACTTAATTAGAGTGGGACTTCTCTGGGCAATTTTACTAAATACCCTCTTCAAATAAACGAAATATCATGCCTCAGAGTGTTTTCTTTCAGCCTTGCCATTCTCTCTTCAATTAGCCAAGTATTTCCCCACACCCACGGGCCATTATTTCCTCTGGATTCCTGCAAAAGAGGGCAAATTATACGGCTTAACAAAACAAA

1. **-*1kb* ΔSox17 *six1* dSox17: Chr08:82158915-82159487**

>dSox17_six1

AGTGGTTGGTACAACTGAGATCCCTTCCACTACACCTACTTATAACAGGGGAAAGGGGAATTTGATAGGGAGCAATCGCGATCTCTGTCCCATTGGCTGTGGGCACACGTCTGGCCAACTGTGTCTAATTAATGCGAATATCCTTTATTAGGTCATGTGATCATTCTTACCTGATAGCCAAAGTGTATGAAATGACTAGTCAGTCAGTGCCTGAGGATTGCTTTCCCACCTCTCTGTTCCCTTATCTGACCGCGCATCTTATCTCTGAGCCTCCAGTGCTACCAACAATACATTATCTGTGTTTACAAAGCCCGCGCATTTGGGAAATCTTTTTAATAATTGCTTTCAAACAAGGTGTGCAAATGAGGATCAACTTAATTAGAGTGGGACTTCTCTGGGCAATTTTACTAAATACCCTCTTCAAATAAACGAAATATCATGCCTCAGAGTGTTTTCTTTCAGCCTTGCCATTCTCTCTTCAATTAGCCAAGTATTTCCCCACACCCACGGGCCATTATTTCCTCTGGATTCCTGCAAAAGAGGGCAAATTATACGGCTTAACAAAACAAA

1. **Human *-1kb SIX1* enhancer: chr14:61117408-61117704**

>-1kb_six1_hg19

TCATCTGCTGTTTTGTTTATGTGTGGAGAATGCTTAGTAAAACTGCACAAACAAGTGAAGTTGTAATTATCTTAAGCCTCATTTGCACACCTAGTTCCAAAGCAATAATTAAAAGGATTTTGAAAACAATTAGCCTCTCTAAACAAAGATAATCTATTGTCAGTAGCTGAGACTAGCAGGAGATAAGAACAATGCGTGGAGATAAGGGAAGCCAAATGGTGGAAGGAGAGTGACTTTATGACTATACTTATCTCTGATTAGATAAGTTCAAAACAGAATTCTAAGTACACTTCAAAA

1. ***-1.6kb* WT *dkk1_*enhancer: Chr07:5571875-557227**

>wt_dkk1_-2kb

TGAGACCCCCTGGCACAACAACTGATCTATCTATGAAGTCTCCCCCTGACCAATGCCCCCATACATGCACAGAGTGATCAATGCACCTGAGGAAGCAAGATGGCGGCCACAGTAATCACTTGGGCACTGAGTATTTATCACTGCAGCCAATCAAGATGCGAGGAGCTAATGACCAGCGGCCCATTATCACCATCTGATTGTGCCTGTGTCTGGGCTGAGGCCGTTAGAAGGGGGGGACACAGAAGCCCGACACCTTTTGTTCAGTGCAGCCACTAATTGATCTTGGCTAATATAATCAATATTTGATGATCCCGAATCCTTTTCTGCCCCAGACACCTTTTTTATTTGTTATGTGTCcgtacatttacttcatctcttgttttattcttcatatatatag

1. ***1.6kb* ΔSox17 *dkk1_*enhancer (-2kb): Chr07:5571875-557227**

>dSox17_dkk1_-2kb

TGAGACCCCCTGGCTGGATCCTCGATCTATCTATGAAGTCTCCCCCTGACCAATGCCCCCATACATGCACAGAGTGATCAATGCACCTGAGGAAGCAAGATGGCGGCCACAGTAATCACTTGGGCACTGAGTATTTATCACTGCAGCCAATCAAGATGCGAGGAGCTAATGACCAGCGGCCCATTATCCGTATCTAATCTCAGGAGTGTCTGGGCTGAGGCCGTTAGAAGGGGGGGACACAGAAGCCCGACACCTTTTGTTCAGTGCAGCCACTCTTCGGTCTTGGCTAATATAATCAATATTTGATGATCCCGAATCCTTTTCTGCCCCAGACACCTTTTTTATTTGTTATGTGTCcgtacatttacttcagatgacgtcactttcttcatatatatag

1. ***1.6kb* ΔTcf *dkk1_*enhancer: Chr07:5571875-557227**

>dTcf_dkk1_-2kb

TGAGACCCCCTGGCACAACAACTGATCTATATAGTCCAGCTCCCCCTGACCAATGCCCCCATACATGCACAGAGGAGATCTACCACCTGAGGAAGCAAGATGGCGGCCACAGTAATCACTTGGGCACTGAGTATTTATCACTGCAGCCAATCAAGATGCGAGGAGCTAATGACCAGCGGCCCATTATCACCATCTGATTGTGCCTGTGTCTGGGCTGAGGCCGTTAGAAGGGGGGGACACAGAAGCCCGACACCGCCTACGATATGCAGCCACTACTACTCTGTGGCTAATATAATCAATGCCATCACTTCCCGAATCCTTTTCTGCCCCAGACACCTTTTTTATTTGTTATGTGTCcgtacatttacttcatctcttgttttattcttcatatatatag

1. ***-7.5*kb WT *dkk1* enhancer: chr7:5,565,983-5,566,438**

>wt_dkk1 -7.5kb

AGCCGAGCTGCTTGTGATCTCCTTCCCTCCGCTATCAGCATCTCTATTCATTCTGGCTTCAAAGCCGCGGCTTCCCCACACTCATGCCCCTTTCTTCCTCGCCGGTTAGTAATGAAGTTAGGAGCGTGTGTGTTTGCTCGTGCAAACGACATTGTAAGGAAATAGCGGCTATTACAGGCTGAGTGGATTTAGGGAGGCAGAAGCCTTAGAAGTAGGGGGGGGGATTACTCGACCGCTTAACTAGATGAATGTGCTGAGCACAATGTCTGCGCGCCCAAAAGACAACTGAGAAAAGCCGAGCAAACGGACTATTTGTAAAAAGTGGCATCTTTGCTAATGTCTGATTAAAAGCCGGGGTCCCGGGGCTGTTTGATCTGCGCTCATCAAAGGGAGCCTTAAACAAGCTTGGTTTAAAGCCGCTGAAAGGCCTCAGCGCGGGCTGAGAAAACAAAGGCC

1. ***-7.5*kb ΔSox17 *dkk1* enhancer: chr7:5,565,983-5,566,438**

>sox17_dkk1 -7.5kb

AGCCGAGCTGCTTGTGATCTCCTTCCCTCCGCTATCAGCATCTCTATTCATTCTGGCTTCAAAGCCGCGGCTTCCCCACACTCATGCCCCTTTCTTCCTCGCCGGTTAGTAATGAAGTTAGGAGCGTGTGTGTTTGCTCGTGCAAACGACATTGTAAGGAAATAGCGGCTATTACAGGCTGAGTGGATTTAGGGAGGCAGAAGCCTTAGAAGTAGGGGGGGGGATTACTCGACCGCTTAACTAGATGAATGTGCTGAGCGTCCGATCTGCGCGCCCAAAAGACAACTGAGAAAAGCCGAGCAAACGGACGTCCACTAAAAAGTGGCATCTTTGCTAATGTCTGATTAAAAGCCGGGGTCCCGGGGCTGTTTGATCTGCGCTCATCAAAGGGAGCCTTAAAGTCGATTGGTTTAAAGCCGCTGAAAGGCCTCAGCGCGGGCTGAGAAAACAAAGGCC

1. ***-7.5*kb** Δ**Tcf *dkk1* enhancer: chr7:5,565,983-5,566,438**

>sox17_dkk1_-7.5kb

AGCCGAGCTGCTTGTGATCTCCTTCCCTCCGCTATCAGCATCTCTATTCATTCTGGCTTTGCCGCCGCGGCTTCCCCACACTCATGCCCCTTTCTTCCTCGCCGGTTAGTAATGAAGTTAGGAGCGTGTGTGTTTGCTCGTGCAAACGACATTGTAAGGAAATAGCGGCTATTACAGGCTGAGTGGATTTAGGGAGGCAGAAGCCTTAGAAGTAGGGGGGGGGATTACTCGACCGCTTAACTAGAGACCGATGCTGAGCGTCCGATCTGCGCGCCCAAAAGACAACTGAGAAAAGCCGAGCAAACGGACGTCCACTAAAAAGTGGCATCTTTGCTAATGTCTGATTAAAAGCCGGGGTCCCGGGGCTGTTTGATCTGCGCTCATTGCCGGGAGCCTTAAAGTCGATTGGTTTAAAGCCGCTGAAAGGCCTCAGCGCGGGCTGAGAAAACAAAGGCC

1. **TSS WT *lhx5_*enhancer: Chr01:133702140-133702540**

>wt_lhx5_tss

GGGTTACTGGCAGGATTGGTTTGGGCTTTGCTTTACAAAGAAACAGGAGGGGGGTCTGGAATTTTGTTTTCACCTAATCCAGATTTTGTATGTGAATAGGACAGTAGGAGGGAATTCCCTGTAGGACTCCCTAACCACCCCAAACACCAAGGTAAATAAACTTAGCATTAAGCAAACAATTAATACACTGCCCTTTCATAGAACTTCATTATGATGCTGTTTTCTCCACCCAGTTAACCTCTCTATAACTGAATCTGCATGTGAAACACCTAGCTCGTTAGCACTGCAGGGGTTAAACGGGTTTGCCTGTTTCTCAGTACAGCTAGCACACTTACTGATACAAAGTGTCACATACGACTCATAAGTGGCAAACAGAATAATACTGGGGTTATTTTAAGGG

1. **TSS ΔSox17 *lhx5_*enhancer: Chr01:133702140-133702540**

>dSox17_lhx5

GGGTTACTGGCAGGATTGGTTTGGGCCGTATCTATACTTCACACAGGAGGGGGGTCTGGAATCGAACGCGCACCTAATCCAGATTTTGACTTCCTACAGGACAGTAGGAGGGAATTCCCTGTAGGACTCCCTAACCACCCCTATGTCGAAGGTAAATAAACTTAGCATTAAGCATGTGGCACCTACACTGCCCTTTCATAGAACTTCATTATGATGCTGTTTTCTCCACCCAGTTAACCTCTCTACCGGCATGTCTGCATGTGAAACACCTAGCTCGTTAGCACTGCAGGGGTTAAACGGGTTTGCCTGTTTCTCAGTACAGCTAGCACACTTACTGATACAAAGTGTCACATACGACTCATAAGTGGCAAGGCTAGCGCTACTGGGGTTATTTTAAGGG

1. **TSS ΔTcf *lhx5_*enhancer: Chr01:133702140-133702540**

>dTcf_lhx5

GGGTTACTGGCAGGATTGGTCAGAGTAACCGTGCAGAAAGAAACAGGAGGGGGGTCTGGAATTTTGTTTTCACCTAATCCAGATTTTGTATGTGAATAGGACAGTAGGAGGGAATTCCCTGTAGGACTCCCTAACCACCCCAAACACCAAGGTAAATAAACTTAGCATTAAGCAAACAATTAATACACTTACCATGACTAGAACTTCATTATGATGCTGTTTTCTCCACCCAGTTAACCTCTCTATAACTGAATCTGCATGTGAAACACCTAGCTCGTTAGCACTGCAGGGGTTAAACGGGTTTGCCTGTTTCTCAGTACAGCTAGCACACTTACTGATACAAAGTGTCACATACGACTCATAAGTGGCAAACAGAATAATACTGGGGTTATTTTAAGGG

1. ***WT* +7kb_*osr1*: Chr05: 138520826- 138520976**

>wt_osr1

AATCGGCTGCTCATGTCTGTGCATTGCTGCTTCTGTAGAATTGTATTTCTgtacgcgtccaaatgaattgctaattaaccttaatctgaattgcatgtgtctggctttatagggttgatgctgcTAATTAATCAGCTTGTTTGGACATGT

1. *Δ****Sox17* +7kb_*osr1*: Chr05: 138520826- 138520976**

>dSox17_osr1

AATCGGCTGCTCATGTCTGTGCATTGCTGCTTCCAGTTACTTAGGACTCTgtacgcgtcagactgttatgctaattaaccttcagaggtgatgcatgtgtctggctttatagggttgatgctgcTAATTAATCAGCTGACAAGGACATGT

1. ***WT* +3kb_*igf3*: Chr07: 103116558- 103116708**

>wt_igf3

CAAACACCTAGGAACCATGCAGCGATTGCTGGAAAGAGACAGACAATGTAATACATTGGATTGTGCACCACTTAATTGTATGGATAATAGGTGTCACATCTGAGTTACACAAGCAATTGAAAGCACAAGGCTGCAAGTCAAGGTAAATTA

1. *Δ****Sox17* +3kb_*igf3*: Chr07: 103116558- 103116708**

>dSox17_igf3

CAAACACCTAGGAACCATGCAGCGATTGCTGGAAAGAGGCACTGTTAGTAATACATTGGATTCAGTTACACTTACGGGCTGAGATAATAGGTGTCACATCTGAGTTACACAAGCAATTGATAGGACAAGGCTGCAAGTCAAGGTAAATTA

How the deposited data were processed for this re-analysis (not part of the article)

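The study measured Sox17 binding by ChIP-seq in 2 biological replicates of whole *Xenopus tropicalis* gastrulae at NF10.5, and gene expression by RNA-seq in embryos injected with morpholinos against Sox17 or Bcat and in controls. All 54 samples were mapped to a condition from the sample labels and the paper. The 52 RNA-seq samples were not analysed here, so no expression value was computed. The values analysed are the positions of 1 peak list, with the paper's Supplementary files 1 to 6 for the gene of each peak, the co-bound windows, the site numbers and the enhancer sequences.

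The authors trimmed reads with Trimmomatic, aligned them to the v9.0 genome with bowtie2, removed duplicate and multi-mapped reads with Picard and samtools, called peaks with MACS2 at default options against NF10.5 input DNA, and filtered them by IDR on pseudoreplicates. The deposited list holds a sequence name, a start and an end per peak and no other value. It carries the name of Sox17, but its coordinates are those of the paper's Bcat-bound peaks, which the authors called in the same way from 1 published Bcat dataset. It was used as Bcat peaks throughout. Depth is unknown, no replicate spread exists for a peak called on a single library, and the order of the peaks by strength cannot be recovered. The 95% Wilson intervals given for shares of windows or genes cover counting error only, and windows of the same gene are not independent.

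Coordinates are those of v9.0 and are written counting from 1. The supplement's enhancer coordinates are printed as given, and some of them count the start from 0. The windows of Supplementary file 5 were converted to count from 1. A window was counted as bound when it shared at least 1 bp with a Bcat peak. Peaks on the same sequence were called neighbours when they lay within 12.5 kb, and the share with a neighbour was compared with 1000 random placements of the same peaks over the span of each of the 12 sequences with at least 20 peaks. Windows were moved at random along their chromosome, or by 10 to 50 kb, 1000 times each. Both comparisons are one-sided. Widths and site numbers were compared by two-sided permutation tests with 100000 resamples, for site numbers with windows exchanged within genes. Peaks and windows are not independent replicates, so these p-values describe the list. The 3 comparisons of site numbers were adjusted by the Benjamini-Hochberg method as 1 family. Sox and Tcf consensus sequences were searched on both strands of the enhancer sequences, and Sox matches were set against 10000 shuffled copies of each sequence that keep the base composition but not the dinucleotides, a comparison not set before the data were examined. Changed stretches in the mutant sequences were read from global alignments. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and Biopython 1.88 were used, with random seed 7.

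The routine for peak spacing and the permutation test used for peak widths were tested on simulated data. The permutation test that exchanged windows within genes was not simulated. In 20 runs on uniformly placed peaks, placements reached the simulated share in all 20, and in 20 runs on clustered peaks in 0. The permutation test of a median gave p at or under 0.05 in 7 of 100 simulations without a difference and in 99 of 100 with one, and that of a mean in 5 and 99 of 100.

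The genes to be named were fixed before the data were examined as those the paper names as bound by Sox17, those it uses as ChIP-reChIP controls and those with the most listed Sox17 peaks. Of the genes the paper names, those with a co-bound window are reported apart from 1 that is not reported here, the part of the rule on Sox17 peak numbers was not applied, and genes named outside that rule are marked. Alternatives fixed at the same time were merging touching peaks, leaving out scaffolds, peaks at least 300 bp wide, the whole window or its centre inside the peak, distinct peaks in place of windows, at least 2 sites in place of 1, the Sox core ACAAT, neighbour distances of 5 and 50 kb, merging peaks within 500 bp, and the mean in place of the median width. Extended windows, the 300 bp limit applied to windows and the CAAAG search were added after the data were seen.

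Because the list holds Bcat peaks, the comparisons meant for Sox17 peaks were not run: the number of bound genes, the distance to a TSS, the peaks of activated and repressed genes, their regional expression and their fold changes. The Sox consensus was not searched in peaks, since a genome of the v9.0 build was not used here. Bcat peaks at co-bound windows were to be compared in width with the peaks of Sox17-regulated genes and were compared with all other peaks of the list in their place, a change made after the list had been read. Supplementary files 2, 3 and 4 were at hand in part, and Supplementary file 1 was at hand with 504 of the paper's 609 peaks and 273 of its 315 bound genes, so these tables were used only to look up peaks, and no overlap or enrichment test was run on them.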

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

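The alternatives of wider windows, of the 300 bp limit applied to windows and of CAAAG as a Tcf site were chosen only after the results had been seen. Every other alternative was chosen before the data were examined.

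Of 25 alternatives computed over 18 results, 8 changed a count by more than 1.5 times. The other 17 changed a count by 1.5 times or less, or left a test on the same side of its threshold. The number of peaks ranged from 9589 with peaks at least 300 bp wide to 11711. The share of peaks with a neighbour stayed above every random placement at 5 kb (39.9%), at 50 kb (76.4%) and after merging peaks within 500 bp (52.4%). The number of windows with a Bcat peak ranged from 106 to 120 over the 4 alternatives. The width difference was 51.6 bp by the mean and 64 bp by the median, with p at or under 0.008 in both.

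Counting distinct Bcat peaks in place of windows lowered the genes with more than 1 from 50 to 29, since 71 windows have no Bcat peak to count. With at least 2 sites required, windows with both kinds of site fell from 148 to 104 (intervals 71.1 to 82.8% and 47.4 to 61.4%). The 104 are all among the 148, so the intervals do not test this fall. Windows with Sox sites alone rose from 41 to 77 and windows with Tcf sites alone from 0 to 3. A window with a single site of a kind then counts as having none.

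With the Sox core ACAAT, a shorter motif, the matches fell to 1 in -1.6 kb *dkk1*, 2 in -7.5 kb *dkk1* and 1 in *lhx5*. The *osr1* count stayed at 1 and the *igf3* count went from 2 to 3. With CAAAG as the Tcf site, the matches rose from 0 to 4 in -7.5 kb *dkk1* and 3 in *lhx5*, and stayed at 0 in -1.6 kb *dkk1*, *osr1* and *igf3*. Whether either motif is bound was not tested.

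No paired analysis was possible because the peak list pools its reads into 1 set of peaks and carries no replicate. The alternatives set for the Sox17 peaks of regulated genes, their regional expression, their fold changes, the distance to a TSS and the Sox consensus in peaks were not run. The unknown depth of the Bcat library limits what a missing peak can show, since binding under the authors' threshold leaves no trace in the list.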

Differences from the paper's values

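The 300 bp limit applied to windows, the extended windows and the CAAAG search were chosen only after the results had been seen. The other comparisons were chosen before.

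The paper counts 191 enhancers bound by both factors, and 120 of these windows shared bases with a deposited Bcat peak. None of the alternatives set before the data were examined closed the gap, with 116 windows wholly inside a peak and 119 with their centre inside one. The alternatives chosen after seeing the values did not close it either, with 120 for windows extended to the median peak width and 106 for peaks at least 300 bp wide.

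The paper reports 3 enhancers with Tcf but no Sox motifs, and the site numbers of its supplement gave 0 when 1 site was enough. With at least 2 sites required, the count was 3 against the paper's 3. For windows with both motifs, the paper's 101 stand against 148 when 1 site was enough and 104 with at least 2. For windows with Sox motifs alone, the paper's 46 stand against 41 and 77, so neither setting came close to all of the paper's counts.

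In its Results the paper gives the co-occupied loci as a share of Sox17 binding, and its count of loci is 46.9% of its Sox17 peaks, a larger share than the one stated there. In its Introduction and Discussion the paper gives that share as a lower limit for Bcat and Sox17 binding, and 46.9% of the Sox17 peaks and 33.8% of the peaks in the deposited Bcat list both lie above it.

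Figure 6—figure supplement 1B,C draws Bcat signal at the +7 kb *osr1* and +3 kb *igf3* enhancers. The nearest peaks of the deposited Bcat list were 5801 and 4008 bp away.

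The paper predicts Tcf sites in the *dkk1* and *lhx5* enhancers. Its site search, by HOMER motifs and weight matrices, lists 4 in the -1.6 kb *dkk1* window, 1 at -7.5 kb *dkk1* and 2 at *lhx5*. The Tcf consensus of its Discussion matched 0 times in each enhancer sequence. CAAAG, which was chosen after seeing that, matched 4 times at -7.5 kb *dkk1*, 3 times at *lhx5* and 0 times at -1.6 kb *dkk1*. Exact matches to 1 sequence are another measure than the paper's search, so these counts do not contradict its prediction. The paper also reports that a Tcf7l1-VP16 fusion activated these reporters.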

Other observations

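The tests of what the deposited list holds, of the width and origin of the windows, of a shift in coordinates and of windows with more than 5 Sox sites were chosen only after the result had been seen. The tests of chance overlap, Tcf sites, split peaks and peak width were chosen before theirs.

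The list deposited under the name of Sox17 is longer than the paper's list of Sox17 peaks. A looser threshold on the Sox17 data would have left the Sox17 peaks of Supplementary file 2 in it, but 0 of the 1999 at hand are there with the same coordinates. A list of Bcat peaks would hold the peaks of Supplementary file 4, and 1999 of the 1999 at hand are there, in the same order. No biological explanation applies.

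The paper does not report that 71 of its co-bound windows have no peak in the Bcat list. A window narrower than the bound region is argued against, since extending each window by 118 bp on both sides brought 0 of the 71 to a peak. A shift of all windows against the list was already excluded by the 120 windows that share bases with a peak. A single shift of the 71 alone, by up to 50 kb, is argued against as well. Of all such shifts, taken in steps of 50 bp, none brought more than 6 of the 71 onto a peak. For chance overlap, windows moved along their chromosomes met a peak in 7 cases at most, and windows moved by 10 to 50 kb in 9. The paper chose the windows as bound by Bcat, so this test decides nothing. One hypothesis is that windows were taken from Sox17 peaks of genes that have a Bcat peak elsewhere. At least 56 of the 71 windows have their centre at the midpoint of a Sox17 peak in Supplementary file 1, which was at hand for 273 of the paper's 315 bound genes. The same holds for 100 of the 120 windows with a Bcat peak, so the origin at a Sox17 peak may explain where the windows lie but does not separate both kinds of window. Bcat signal under the authors' threshold stays open and was not tested.

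For 11 genes no window had a Bcat peak. They are *acy3*, *cd74*, *gfi1*, *hhip*, *plscr2*, *pou4f1.2*, *sidt1*, *wnt11* and other genes known by locus names only, all named after their values were seen. The single *wnt11* window, on chromosome 2 from 169162249 to 169162398, has 21 Sox sites listed and lies 5232 bp from the nearest Bcat peak.

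If Bcat came to the windows through Tcfs, windows without a Bcat peak could hold fewer Tcf sites. The mean number listed was 2.95 ± 3.32 (SD) with a peak and 2.23 ± 2.15 without, a difference of 0.72 (0.7246) with p = 0.0912 by a two-sided permutation test that exchanged windows within genes and 0.137 after adjustment over 3 comparisons. With this spread the data cannot decide. More than 5 Sox sites were listed in 64.2% of windows with a peak and in 84.5% of those without, the comparison that was added after being seen, and no explanation for it was tested.

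Bcat peaks lay close to one another. On the 12 sequences with at least 20 peaks, 5943 of 10808 peaks had a neighbour within the distance set for neighbours (55.0%), against 18.4 to 21.5% in 1000 random placements (one-sided permutation test, p = 0.001, the smallest they can give). Splitting of wide peaks by the caller is argued against as the whole cause, since after merging peaks within 500 bp the share was 52.4% against 20.8% in the highest placement. Uneven gene density and uneven mapping of reads along the chromosomes could give the same pattern and were not tested, and no biological explanation was tested.

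The 120 Bcat peaks at co-bound windows had a median width of 450 bp, against 386 bp for the other 11591 peaks of the list, a difference of 64 bp (two-sided permutation test, p = 0.0001). Their mean was 483 bp against 431.5 bp. Wide peaks meet a window more often by their width alone, and when 120 peaks were drawn 1000 times with a chance that grows with width, 92 draws had a median of 450 bp or more. Width alone may therefore account for the difference.

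The share of windows with a Bcat peak was 56.3% (45 of 80, Wilson interval 45.3 to 66.6%) for genes the paper lists as activated by both factors, 58.8% (20 of 34, 42.2 to 73.6%) for those activated by Sox17 and repressed by Bcat, 71.4% (50 of 70, 60.0 to 80.7%) for those repressed by Sox17 and activated by Bcat, and 71.4% (5 of 7, 35.9 to 91.8%) for those repressed by both. Windows were grouped by the class listed for each window. The *hao1* window on chromosome 5 from 21640821 to 21640970, which has no Bcat peak, is listed as repressed by Sox17 and activated by Bcat. The other *hao1* windows are listed as activated by both factors, so this gene, named after its values were seen, stands in both groups. The intervals of the shares overlap and the difference between the classes was not tested.

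The sequence given for the Tcf-site mutant of the -7.5 kb *dkk1* enhancer carries all 16 base changes of the Sox-site mutant and 14 others. At -1.6 kb *dkk1* both mutants change the same 3 positions, but to different bases. The reporter assays were not analysed here, and whether the cloned constructs carry the sequences as given was not tested.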
